# Identification of potential biomarkers in donor cows for *in vitro* embryo production by granulosa cell transcriptomics

**DOI:** 10.1371/journal.pone.0175464

**Published:** 2017-04-12

**Authors:** Gianluca Mazzoni, Suraya M. Salleh, Kristine Freude, Hanne S. Pedersen, Lotte Stroebech, Henrik Callesen, Poul Hyttel, Haja N. Kadarmideen

## Abstract

The Ovum Pick Up-*In vitro* Production (OPU-IVP) of embryos is an advanced reproductive technology used in cattle production but the complex biological mechanisms behind IVP outcomes are not fully understood. In this study we sequenced RNA of granulosa cells collected from Holstein cows at oocyte aspiration prior to IVP, to identify candidate genes and biological mechanisms for favourable IVP-related traits in donor cows where IVP was performed separately for each animal. We identified 56 genes significantly associated with IVP scores (BL rate, kinetic and morphology). Among these, *BEX2*, *HEY2*, *RGN*, *TNFAIP6* and *TXNDC11* were negatively associated while *Mx1* and *STC1* were positively associated with all IVP scores. Functional analysis highlighted a wide range of biological mechanisms including apoptosis, cell development and proliferation and four key upstream regulators (COX2, IL1, PRL, TRIM24) involved in these mechanisms. We found a range of evidence that good IVP outcome is positively correlated with early follicular atresia. Furthermore we showed that high genetic index bulls can be used in breeding without reducing the IVP performances. These findings can contribute to the development of biomarkers from follicular fluid content and to improving Genomic Selection (GS) methods that utilize functional information in cattle breeding, allowing a widespread large scale application of GS-IVP.

## Introduction

The need for increased efficiency of food production calls for more widespread implementation of novel precision breeding strategies. In this context, Genomic Selection (GS), which is based on estimating breeding values using genome-wide markers identified using high-density SNP chips, can have a huge impact, as reviewed in [1, 2]. This technology enables rapid genetic improvement via a significant reduction in generation interval, increased accuracy of estimated breeding values and high intensity of selection. GS has made a substantial economic impact due to reduction in the cost of traditional progeny and performance tests in livestock [1, 2].

The combination of GS with artificial reproductive techniques such as ultrasound-guided ovum pick up (OPU) and subsequent *In vitro* Production (IVP) of embryos can further accelerate and increase genetic improvements. The combined use of GS, OPU and IVP (GS-OPU-IVP) offers several advantages: selected oocyte donor animals can produce many calves, GS on embryo biopsies can increase efficiency in breeding and shorten the generation interval significantly; an effect that can be further substantiated by the effect of harvesting oocytes from even prepubertal heifers.

Unfortunately, despite huge effort, the IVP procedures are not fully optimized and their efficiency is still relatively low. In cattle, maturation, fertilization and culture *in vitro* of cumulus-oocyte complexes (COCs) of good morphology result in only 35–45% developing to the blastocyst (BL) stage [3, 4]. These drawbacks have a major impact on the implementation of the technology.

The outcome of IVP measured in terms of embryo quality and pregnancy rate has been attributed mainly to the oocyte [3, 5, 6], but other studies showed that the sperm also plays a role from the first days of embryo development [7–9]. Effects of the sperm on the timing of first cleavage, the BL morphology and the pregnancy rate have been noted [7]. In the context of IVP combined with GS, the possibility of using sperm from bulls of high genetic merit without compromising the IVP outcome is of fundamental importance, but has not been examined.

The poor IVP efficiency has been mainly attributed to the lower competence of the oocytes, which are aspirated from growing antral follicles and forces to mature *in vitro* over a 24 hour period as compared with the superior *in vivo* development in the dominant follicle culminating in oocytes maturation and ovulation [10, 11]. Developmental competence is defined as the ability of the oocytes to develop into BLs that are suitable for transfer [3, 11, 12]. Huge efforts have been invested in the identification of biomarkers of oocyte competence in different domestic species as well as in humans. Oocyte competence is probably related to the synthesis and storage of transcripts and proteins during oocyte growth (for a review, see [13]). These molecules are of fundamental importance, because they support development through oocyte maturation and fertilization to the activation of the embryonic genome [5, 6], which occurs at the 8-cell stage in cattle [14].

Transcriptomics can help in identifying biomarkers of oocyte and embryo competence [15]. In cattle, many studies have exploited the power of Next-Generation Sequencing (NGS) technologies to identify biomarkers in the follicular compartments and small tissue biopsies [16]. Cumulus and granulosa cells are intimately coupled to the oocyte through paracrine and intercellular communication systems and play major roles in oocyte competence [17]. Moreover, these cellular compartments reflect the characteristics of the oocytes and represent assessable targets for analyses, as they are aspirated together with the COCs. The cumulus cells attached to the oocyte play a fundamental role during *in vitro* oocyte maturation and also have effects during *in vitro* fertilization [18, 19]. For these reasons, removal of cumulus cells from the COCs before *in vitro* fertilization can negatively affect the IVP outcome. On the other hand, collection of granulosa cells and cumulus cells found in the follicular fluid is a less invasive method, as these cells are a by-product of COC aspiration. Many studies have focused on identification of biomarkers of oocyte competence in the follicular fluid. A complex picture of a variety of molecules from different families and their biochemical pathways associated with oocyte competence is now emerging [20]. Midkines showed a positive effect exerted through granulosa and cumulus cells on bovine oocyte competence during *in vitro* maturation [21]. A similar effect on the oocyte competence exerted through granulosa cells has been identified for proline when added to the media during maturation [22]. The expression levels for five genes (*FDX1*, *CYP19A1*, *CDC42*, *SERPINE2*, *3bHSD1*) have been positively associated with oocyte competence in analysing human granulosa cells from aspirated fluid [23]. In a study based on rat granulosa cells, the expression level of 13 genes correlated with oocyte developmental competence. Among these, 12 genes were overexpressed in normal developmental competence group versus poor developmental competence group. The genes were primarily involved in: copper ion binding (*Lox*), apoptosis induction (*Ngfrap1*) while the underexpressed gene was involved in regulation of extracellular matrix (ECM) organization (*Ggbt2*)[24]. The expression of 40 transcripts (18 overexpressed and 22 underexpressed) has been associated with developmental competence in oocytes from follicles aspirated before the luteinizing hormone (LH) surge that precedes the ovulation phase. The pre-LH surge phase was defined as the best period for studying biomarkers of oocyte competence in granulosa cells [25]. Follicle-stimulating hormone (FSH) withdrawal after super stimulation, defined as FSH coasting, was analysed to see the effect on the gene expression in granulosa cells. FSH coasting is particularly interesting, because it has a positive effect on oocyte competence in bovines [26]. A positive association with the FSH coasting has been confirmed with real-time PCR for 11 genes (*KCNJ8*, *NRP1*, *IGF2*, *GFPT2*, *TF*, *RELN*, *ANKRD1*, *ANXA1*, *BMPR1B*, *TFPI2*, *VNN1*) [27]. An increase in the expression of gene for the luteinizing hormone receptor (*LHCGR*) has also been associated with oocyte competence [28]. Many studies have focused on understanding how the granulosa cell profile varies between follicles with different characteristics, for example follicles at different developmental stages [29] and follicles of different sizes [30], and between healthy and atretic follicles [31].

None of the previous studies focus on the single animal level. Usually the oocytes and the RNA samples are pooled together within the experimental condition; otherwise, analyses are conducted performing case and control studies to test the effect of the substances or hormones of interest on gene expression.

Earlier studies have, through repeated OPU sessions, demonstrated that certain donor cows are superior for OPU-IVP [32]. Thus, the possibility of identifying biomarkers in follicular cells at the single animal level is of extreme interest in order to improve GS-OPU-IVP and enable more widespread application. This would enable selection of the best oocyte donor cows based on biomarker levels. Furthermore, eQTL studies can identify genetic variants controlling for the expression of these biomarkers and this new information can be included in GS exploiting the medium to high heritability of IVP-related traits in cows [33].

The main objectives of this study were i) to investigate the possible effect of using bulls with high versus low breeding values (Nordic Total Merit (NTM)) on IVP outcome, and ii) to investigate the effect of the individual cow granulosa cell transcriptomic profiles on IVP outcome. In order to achieve these objectives, we performed RNA sequencing of granulosa cells isolated from follicular fluid to identify genes correlated with IVP outcome measured as BL rate, morphology and kinetics.

To the best of our knowledge, this is the first study to analyse the effect of the genetic merit of bulls on IVP outcome and to focus on transcriptomic profiles of pools of follicular cells at the single animal level. The results have provided proof that high NTM bulls do not have inferior IVP performance and revealed which candidate genes might be used for further biomarkers discoveries for donor cow selection in this species.

## Materials and methods

### Sample collection and IVP procedure

Ovaries from 67 Danish cows were collected immediately after slaughter from a local abattoir (Mogens Nielsen Kreaturslagteri A/S; 55°18’, 11°44’). The sampling was performed in six rounds collecting 10 to 12 cows per round.

Each pair of ovaries was kept separate from the others and labelled with the cow’s Central Husbandry Register (CHR) number, which is the national system for all registered cows in Denmark. Immature COCs from each animal were retrieved from antral follicles using a vacuum pump. The COCs from each animal were collected and kept separately.

Denuded oocytes were discarded. The aspirated fluids containing only follicular cells were collected in 15 ml TPP centrifuge tubes, one for each animal, and they immediately underwent purification and freezing procedures. (see S1 Text).

The COCs were *in vitro* matured (IVM), inseminated (IVF) and cultured (IVC) until the BL stage (day eight). Insemination was performed according to the experimental design: each bull was used for insemination of oocytes from three cows, and for each experimental round, oocytes from half of the cows were inseminated with bulls with high NTM [34] and half with low-NTM bulls.

NTM is the Nordic Total genetic Merit index this is calculated by the NAV (Nordic Cattle Genetic Evaluations) taking in consideration animal trait groups for production, functionality and conformation weighted based on economic calculations [34].

The COC’s and blastocysts were made with media from IVF Bioscience, Falmouth, United Kingdom, and the procedure according to their IVP protocol. A detailed description of the IVP protocol can be found in S1 Text.

### Measurement of IVP scores

On day eight, embryos from all the animals were scored with regard to three parameters:

BL rate was computed for each animal as the number of BLs over the total number of inseminated COCs. Kinetic score was obtained by visual classification of each BL as non-expanded, expanded or hatching/hatched. The three classes were scored respectively 1, 2 or 3, and finally, for each animal we computed the average score. Morphology score was obtained by visual classification of each BL as poor, good or excellent. Poor morphology is defined as the presence of diffuse or absence of inner cell mass (ICM), degenerated trophoblast cells or much fragmentation, or irregular or uneven trophoblast morphology. Good morphology was assigned where there was presence of smaller or less distinct ICM, few degenerated trophoblast cells, slight fragmentation, or slightly irregular or slightly uneven trophoblast morphology. Excellent morphology is defined by the presence of compact, large and distinct ICM, or regular and even trophoblast morphology. To each class respectively we assigned the scores 1, 2 or 3 and computed the average for each animal.

The animals were not synchronized before collecting COCs, therefore the number of COCs can vary in relation to these effects. However, all the IVP outcomes or scores (such as BL rate, morphology and kinetic) used in the analysis are independent of the total number of COCs for each cow.

### RNA extraction

RNA was isolated from the frozen samples using an RNeasy Plus Micro Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. RNA samples were immediately frozen and stored at -80°C. All the RNA samples were tested and quantified with a NanoDrop ND-1000 Spectrophotometer (Saveen Werner) and with an Agilent 2100 Bioanalyzer.

### Sample selection

Information about the animals—breed, age at slaughter (days), calving number and herd of production—was retrieved from the SEGES Dairy & Beef Research Centre database using the CHR identification number. Only Holstein cows were used in the rest of the analysis.

We ended up with a total of 34 Holstein samples, from 14 different herds, with an average age at slaughter of 1,594 days (SD = 401.36, min = 928, max = 2,930). Their oocytes were inseminated with semen from 16 bulls, seven with low and nine with high NTM index. Oocyte pools of twenty cows were fertilized with high-NTM bulls and oocyte pools of 14 cows were fertilized with low-NTM bulls. Only RNA samples from first- or multiple-lactation Holstein cows were used and samples with an RNA Integrity Number (RIN) lower than 5.8 were excluded in order to select the top 24 samples. The RNA samples selected had an average RIN value of 7.21 (min = 5.8 and max = 8.6), all derived from granulosa cells (mural granulosa and granulosa from the cumulus) collected from multiparous Holstein cows (from 1 to 6 calvings) all at the luteal phase of the oestrous cycle (day 3 to day 17). The average age at slaughter was 1638 days (SD = 417, min = 928, max = 2,930). Data represented 10 herds and six different experimental dates.

### RNA sequencing

The selected samples were paired-end sequenced with the Illumina HiSeq 2500 platform with a read length of 100 nt, obtaining an average of 84,481,280 reads per sample (min = 71,735,902, max = 98,870,402). The libraries for the sequencing were generated with an Illumina TruSeq-stranded totalRNA RiboZero Gold Sample Prep Kit.

All RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO accession number GSE94541. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE94541).

### Real-time PCR

Validation of RNA-Seq data was performed by real-time PCR on 4 of the top 7 candidate genes (*BEX2*, *Mx1*, *STC1* and *TXNDC11*) and using *GAPDH* as a reference gene.

The genes were tested on 21 samples out of the original 23 samples, which have been subjected to RNA sequencing. Two samples could not be included because all the RNA collected was used for the RNA sequencing experiment. The primers for *BEX2*, *Mx1*, *STC1*, *TXNDC11* and *GAPDH* were designed using the version UMD3.1 of *Bos taurus* assembly and the Primer3 program as a primer design tool. Primer sequences and transcript accession numbers are provided in **Table A in** S1 File.

Briefly, for each sample 200 ng of total RNA was reverse transcribed to cDNA using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific) following manufacturer's recommendations and using both oligo-dT and random primers. Real-time PCR was performed using LightCycler 480 and SYBR Green I Master (Roche) following manufacturer’s instruction. The PCR conditions used for all genes were as follows: 5 min preincubation at 95°C followed by 45 PCR cycles (denaturation 95°C for 10 s; annealing 60° for 10 s; extension 72°C for 20 s), a melting curve (95°C for 5 s, 65°C for 1 min, from 65°C up to 97°C at 0.11°C/s), and a final cooling step at 40°C.

Real-time PCR reactions for the same genes were run all in one plate. We checked for across plate variation including a calibrator that consisted of a pool of equal concentrations of cDNA from all the samples. Each sample including the calibrator was run in triplicate.

#### Real-time PCR data analysis

The average crossing point-PCR-cycle (Cp) for each reaction was computed with LightCycler^®^ 480 Software version 1.5.1) using the second-derivative maximum method.

No relevant variation was observed across plates. In order to validate the RNA-Seq data we computed the Pearson correlation between target gene and GAPDH ratios from RNA-Seq raw counts vs. the qPCR average Cp.

### Bioinformatic analysis

#### RNA-Seq preprocessing, alignment and gene expression quantification

All the steps from the raw reads to the gene expression quantification were performed on our group’s high-performance computing platforms (Operative system: openSUSE 13.1 Bottle (x86_64), Linux version: 3.11.10-7-desktop, RAM: 504 GB, #CPUs: 64).

The quality of the reads was checked with *FastQC* (v. 0.11.2) [35] for both forward and reverse reads before proceeding with the pre-mapping quality control of the reads. Adapters were removed using *cutadapt* (v. 1.6) [36].

Raw reads were filtered and trimmed by quality using *PRINSEQ* (v. 0.20.4) [37] to compute the: (1) trimming of the 3'-end with a quality threshold of 20, (2) filtering of the sequence with an average quality lower than 20, (3) filtering reads with a final length of less than 25 nucleotides. The remaining reads were mapped to the bovine reference genome (*Bos taurus* UMD3.1) [38] with *STAR aligner* (v. 2.3.0) [39], using the two-pass method and including the gene annotation file. We allowed for a maximum of five mismatches, while setting the other parameters to *STAR* default values. Splice junction files obtained from the first step were filtered. We excluded previously annotated junctions, junctions identified in the mitochondrial genome and not significant junctions [39].

Read counts were estimated at gene level using *HTSeq-count* (v. 0.6.0) [40], setting the model of intersection as “intersection-nonempty”, library type as “reverse” and using the same annotation file (Ensemble *Bos taurus* 10.2.83).Further quality controls on count data were performed with *Noiseq* (v.2.14.0) [41] in order to identify the presence of transcript length bias or GC content biases.

PCA and hierarchical clustering were then applied on normalized data, to identify if the main variation could be explained by one or more potential confounders and to check for outliers.

#### Filtering low-count genes and normalization

We filtered all the genes with less than 1 count per million (cpm) in more than 90% of the samples using the function *cpm* from *edgeR* v. 3.10.5. Length and GC biases identified with NOISeq were reduced using the conditional quantile normalization methods *cqn* function from cqn (R package v.1.14.0) [42].

The library size factors were computed with function *size factors* of DESeq2 v.1.8.2 [43]. The length of each gene was computed as the median of the lengths of its transcript. Lengths and GC percentages were retrieved from Ensemble *Bos taurus* 10.2.83 using Biomart [44]

#### Analysis of the sperm effect

A simple linear model was fitted to test the effect of the genetic merit index of the bulls’ sperm on the IVP outcome. The basic linear model is:

$$y_{i}=\beta_{0}+\beta_{age}{\text{age}}_{i}+\sum_{z=1}^{Z-1}\beta_{date,z}date_{i,z}+\beta_{NTM}NTM_{i}+\xi_{i}$$ (1)

where y_i_ is the IVP score (BL rate or morphology or kinetic scores) for the *i*^th^ animal, β_0_ is a fixed intercept term, NTM was fitted as a dummy variable distinguishing between two classes of high and low NTM index, and β_NTM_ is the corresponding regression coefficient.

Age at slaughter (age) was included as an explanatory variable and fitted as a covariate, whereas sampling date (date) was fitted as a fixed effect with classes in the model where date _i(z,…Z-1)_ is a set of (Z-1) dummy variables representing the sampling date for the *i*^th^ animal, and β_date,z_ and β_age_ are the solutions for date classes and regression coefficients, respectively.

In total, we fitted three univariate linear models, one for each IVP outcome variable that we tested (BL rate, morphology and kinetic) on the complete data set (34 Holstein cows). All the models were fitted using the *lm* function (R package v. 3.2.2).

#### Residuals computation

In order to avoid biases due to sperm quality effect on the IVP, we adjusted the phenotype data (IVP outcome) for the sperm effect and used the “adjusted phenotype” for our differential gene expression analyses.

The effect of the bulls’ sperm on the IVP phenotype was first estimated by using the simple linear model:

$$y_{i}=\beta_{0}+\sum_{k=1}^{K-1}\beta_{bull,k}bull_{ik}+\xi_{i}$$ (2)

where y_i_ is the IVP score for the *i*^th^ animal, β_0_ is a fixed intercept term, bull_(k…K-1)_ is a set of (K-1) dummy variables distinguishing between the bulls used during the IVF step, and β_bull,k_ is the corresponding regression coefficient.

The adjusted phenotype was then defined as residuals that correspond to the IVP outcome after correcting for estimated mean and sperm effects from (Eq 2):

$${\hat{e}}_{i}=y_{i}-\left({\hat{\beta }}_{0}+\sum_{k=1}^{K-1}{\hat{\beta }}_{bull,k}bull_{i,k}\right)$$ (3)

where ${\hat{\beta }}_{0}$ and ${\hat{\beta }}_{\text{bull,}\left(\text{k, }\ldots \text{, K}-1\right)}$ are the least squares estimates obtained using the *lm* function from *stats* (R package v. 3.2.2) and e_ij_ are the residuals computed with the function *residuals* (R package v. 3.2.2).

The adjusted phenotype (the residuals in (Eq 3)) represents part of the IVP scores that cannot be explained by the effect of sperm.

Gene expression analysis for all the IVP scores was performed using the adjusted phenotype computed in (Eq 3) instead of the raw IVP scores.

#### Gene expression analysis

The genes whose expressions were associated with the IVP outcome were identified with DESeq2 v. 3.2.2. DESeq2 performs a logistic regression of the gene counts (modelled by a negative binomial distribution) with the IVP scores. The statistical significance of the regression model was evaluated by Wald test statistics [43].

We included in the model the following: age at slaughter and the RIN values as continuous variables and the sampling date as a set of dummy variables in order to adjust the expression data for these explanatory variables. The RIN values observed are probably due mainly to technical issues (processing time of the samples) occurred during the samples collection.

Considering that our main objective is to find candidate genes for IVP traits, the RIN was included in the model to account for these biases. During the independent filtering step, 545 and 3267 other genes were filtered out for the analysis of the BL rate and morphology, respectively. Significantly associated genes were called at a FDR of 5%.

#### Comparison with gene expression profiles related to follicle size and atresia

We compared our patterns of gene expression to previous analyses that reported direction or FCs of differential gene expression for healthy versus early antral atretic follicles by (Hatzirodos *et al*.(b)) [31] as well as for small (3–5 mm) versus medium and large follicles (> 9 mm) by (Hatzirodos *et al*.(a)) [30].

We considered all the significant genes identified in (Hatzirodos *et al*.(a, b)) [30, 31] for comparison with expression profiling results from our analyses. A gene was considered to have the same trend when it showed the same direction of change. We performed the same comparison selecting only the genes with log2 FCs for BL rate with an absolute value higher than 0.10, resulting in the top 25%. This comparison ensured that the most significant results from our study conformed to those reported in (Hatzirodos *et al*.(a,b)) [30, 31].

#### Enrichment analysis

We performed gene set enrichment analysis using the *GseaPreranked* tool from GSEA v2.2.2 (Broad Institute) [45] based on gene sets from Molecular Signatures Database (MSigDB Collections) v5.1. GSEA was able to map 9831 genes. We considered an FDR threshold of 5% as significant and an FDR of 25% as suggestive, as recommended by the GSEA manual [46].

We performed a second functional analysis using QIAGEN’s Ingenuity^®^ Pathway Analysis (IPA^®^, QIAGEN Redwood City,www.qiagen.com/ingenuity). The analysis was performed using all the genes with a 10% FDR. In total, 8911 genes were mapped (**Tables B, C and D in** S1 File).

## Results

### RNA-Seq statistics and preliminary analysis

From the alignment, we obtained on average of 79.36% of uniquely mapped reads per sample, which corresponds to an average of 33,448,723 uniquely mapped read pairs. 

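Granulosa cells are the somatic cells that surround the oocyte in the follicle, and 1 RNA library was made from the pooled granulosa cells of each of 24 cows. The oocytes of 15 of these cows were inseminated with semen from high-NTM bulls and those of 9 cows with semen from low-NTM bulls. The authors deposited the number of read pairs that HTSeq-count assigned to each Ensembl gene of each cow, without normalization. The lists of 23 cows held 24616 genes and that of 1 cow (cow 4) held 24615, so the 24615 genes listed for all cows were used. Between 15525201 and 27074496 read pairs per cow were counted on genes, with a median of 24745529 in the high-NTM cows and 23148310 in the low-NTM cows. The mean over the 24 cows was 23594332, which covers the pairs counted on genes and not all uniquely mapped pairs. Between 15559 and 21629 genes per cow had at least 1 count, and the cow with the most genes (cow 24) was the cow with the lowest total count. For comparisons between cows the counts were scaled by edgeR's TMM method and expressed as cpm, the unit of the paper's filter, on a log2 scale where correlations and principal components were computed. The low-count filter and the scaling are the choices that could change these values. The genes are listed by Ensembl identifier only. The gene table used here held 0 of the 24616 identifiers, so no gene of the paper could be looked up by name. This is a limit of that table and not of the identifiers. The age, RIN, bull and sampling date of each cow were not used here.

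**Figure D1:**
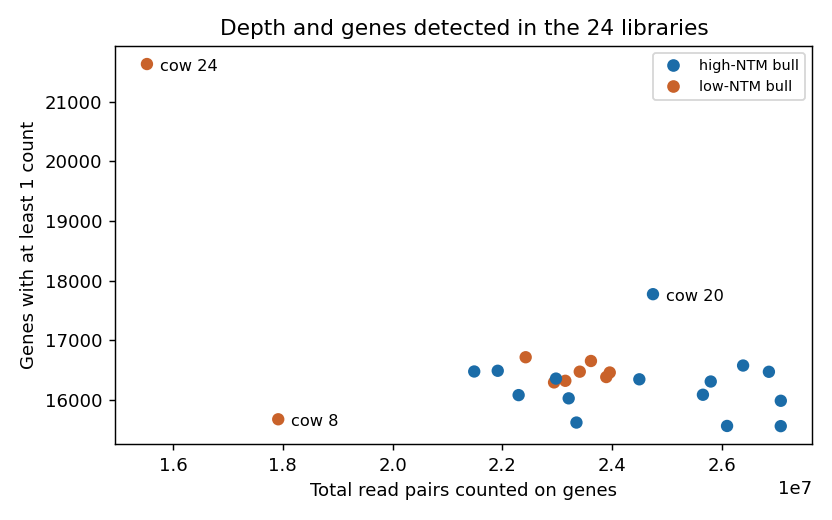
Each point is 1 of the 24 libraries, coloured by the NTM class of the bull. The horizontal axis is the total number of read pairs counted on genes, and the vertical axis is the number of genes with at least 1 count, on an axis that does not start at 0. Cow 24 had 21629 genes at 15525201 counted pairs and cow 20 had 17771 genes, while the other 22 cows had between 15559 and 16714 genes.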

The alignment files were analysed with *Qualimap* (v.2.0.2) [47] to count the number of reads mapping in exonic, intronic and intergenic regions. Among the uniquely mapped read pairs, on average 43.80% mapped to exonic, 16.63% to intergenic and 18.93% to intronic regions (**Fig A in** S2 File). Sample 8 showed a very low fraction of uniquely mapped read pairs compared to the other samples (50.78% of uniquely mapped reads, with only 27.73% mapped to exonic regions).

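In the deposited counts, 17917470 read pairs of cow 8 were assigned to genes. Only cow 24 had fewer, with 15525201. Cow 8 had 15674 genes with at least 1 count, and 3 of the other 23 cows had fewer. The 10 genes with the most counts held 30.1% of the counts of cow 8 (95% Wilson interval 30.1 to 30.1, counting error only). In the other 23 cows this share lay between 20.9% and 42.4%. The total and the share held by a few genes therefore did not by themselves separate cow 8 from the other cows.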

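Each library was compared with the other 23 libraries by the correlation of log2 cpm over the 12925 genes kept by the low-count filter in all 24 cows. The median Pearson correlation of cow 8 with the other libraries was 0.839 and its median Spearman correlation was 0.830. The next lowest library, cow 19, had a median Pearson correlation of 0.884 and a median Spearman correlation of 0.902. The median over the 23 other libraries was 0.946 for Pearson's r and 0.957 for Spearman's rho. Over the 10863 genes with at least 1 cpm in at least 90% of the 24 cows, the median Pearson correlation of cow 8 was lower, at 0.774. These values describe single libraries and no test was applied to them.

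**Figure D2:**
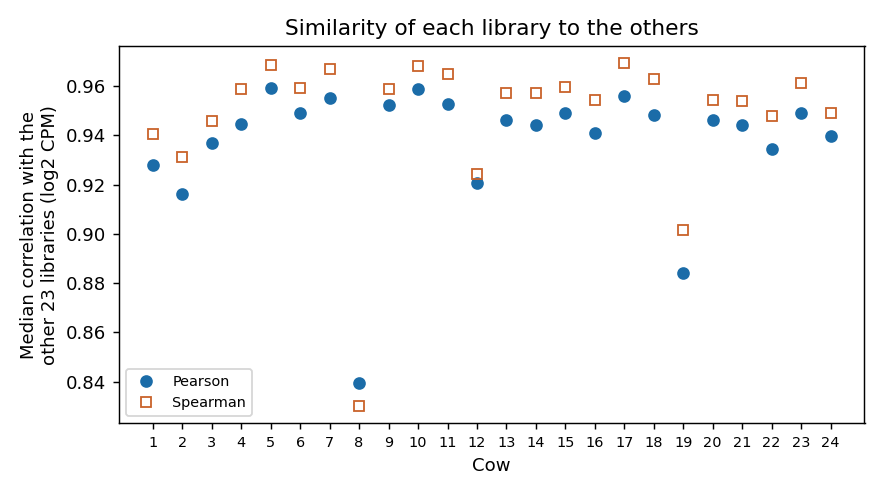
The vertical axis is the median correlation of log2 cpm of each library with the other 23 libraries, and the horizontal axis is the cow. Filled circles are Pearson's r and open squares are Spearman's rho. Cow 8 lies lowest on both measures, followed by cow 19.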

The hierarchical clustering and the Principal Component Analysis (PCA) plots confirmed that Sample 8 was an outlier. Thus, it was excluded from the rest of the analysis. 

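In a principal component analysis of log2 cpm in the 24 cows, the first component held 31.5% of the variance and the second 18.4%. On the second component, cow 8 had a score of 129.9, while the other 23 cows lay between -45.5 and 33.0. On the first component cow 8 had a score of -17.0, within the range of the other cows, which ran from -84.7 to 97.4. From the low share of uniquely mapped reads and the position of this library in the clustering and the PCA, the paper concludes that it was an outlier, and the remaining 23 cows were analysed.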

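Of the 24615 genes, 22830 had at least 1 count in at least 1 of the 23 cows. When genes with under 1 cpm in more than 90% of the 23 cows were left out, so that a gene needed at least 1 cpm in at least 3 cows, 12868 genes remained. When a gene needed at least 1 cpm in at least 90% of the cows, that is in at least 21 of the 23 cows, 10891 genes remained. With cow 8 included, the first rule kept 12925 genes and the second kept 10863.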

We filtered genes with low counts in the remaining 23 samples; we ended up with an expression count matrix for 10,891 genes (10,617 coding genes, 206 non-coding genes, 68 pseudogenes).

We inspected the PCA plot to determine whether some of the main variation in the data set could be explained by one or more of these potential confounders. The variation captured by the first component correlated with the RNA Integrity Number (RIN) values (**Figs B and C in** S2 File). 

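In the 23 cows, the first principal component of log2 cpm over 12868 genes held 38.1% of the variance and the second held 15.9%. The RIN values were not used here, so the relation of the first component was computed with 6 other measures of the same cows, and the sign of a component is arbitrary. The first component was not related to BL rate (Pearson's r = -0.011, permutation test, p = 0.96). Its Spearman correlation with BL rate was -0.097 (p = 0.659 by the same two-sided test). For kinetic, r was -0.192 (permutation test, p = 0.38) and rho was -0.157 (p = 0.471). For morphology, r was -0.375 (permutation test, p = 0.0771) and rho was -0.440 (p = 0.0367), and neither passed Benjamini-Hochberg adjustment over the 6 relations (adjusted p of 0.316 and 0.11). Without the 2 cows farthest from the median of the component, r with morphology was -0.414. The number of genes with a count had the only rank correlation that passed the adjustment (rho = -0.625, permutation test, p = 0.00182, adjusted p = 0.0109), with rho = -0.557 without the 2 farthest cows. Pearson's r for the same relation was -0.263 (permutation test, p = 0.227). The total count (r = 0.348, p = 0.105) and the share of counts held by the 10 highest genes (r = -0.195, p = 0.375) were not related to the component in the same test.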

RIN was included in the model for gene expression analysis as a confounding effect.

### Evaluation of theca cell contamination

We checked for the presence of theca contamination by looking at the expression of the gene *CYP17A1*. CYP17A1 i*s* synthesized in theca cells and only at low level in granulosa cells [48]. By checking the level of expression of *CYP17A1* we can identify the presence of theca cell contamination [31]. In our samples, *CYP17A1* is mildly expressed and it was filtered out during the filtering step. We can conclude that the concentration of theca cells is not sufficient to significantly alter the gene expression profiles. We expect that the RNA samples that we analysed belonged mainly to mural granulosa cells and partially to granulosa cells of the cumulus oophorus.

### IVP outcome

The results of the IVP procedures are summarized in Table 1. 

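The IVP scores of each of the 24 sequenced cows are given in the labels of the deposited data, as 1 value per cow and score. BL rate is the percentage of inseminated COCs that became blastocysts. The kinetic score is the average stage class of the blastocysts of a cow, from 1 for non-expanded to 3 for hatching or hatched, and the morphology score is their average quality class on the same scale. In 2 cows (cows 1 and 15, both with high-NTM bulls) the BL rate was 0%, and both the kinetic and the morphology score are listed as 0, below the lowest class. The values given here cover the 23 cows of the paper (15 with high-NTM and 8 with low-NTM bulls) as listed, and relations between scores were also computed without these 2 cows. Cow 8, which the paper left out for the quality of its RNA library, had a BL rate of 25%, a kinetic score of 1.25 and a morphology score of 2.0.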

The average number of COCs that underwent IVP from each animal was 11.60 and the average BL rate obtained was 37%, which was consistent with results from previous studies. 

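Over the 23 cows, the BL rate was 37.0% ± 18.8 (SD, n = 23), with values from 0% to 71%. The kinetic score was 1.31 ± 0.476 (SD, n = 23) and reached at most 1.88. The morphology score was 2.11 ± 0.849 (SD, n = 23) and reached 3.0. With cow 8 included, the means were 36.5% for BL rate, 1.31 for kinetic and 2.11 for morphology. In the 21 cows that gave blastocysts, the BL rate was 40.6% ± 15.5 (SD, n = 21), the kinetic score 1.43 ± 0.248 (SD, n = 21) and the morphology score 2.31 ± 0.552 (SD, n = 21). The lowest values in these 21 cows were 20.0% for BL rate, 1.0 for kinetic and 1.0 for morphology.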

The 23 RNA samples chosen for sequencing showed statistics similar to the complete data set, and this subset of animals is representative of the entire set. 

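Spearman's rho between the IVP scores of the 23 cows was 0.603 for BL rate and kinetic (two-sided permutation test, p = 0.00285). It was 0.437 for kinetic and morphology (permutation test, p = 0.0376) and 0.349 for BL rate and morphology (permutation test, p = 0.102). After Benjamini-Hochberg adjustment over the 3 relations, the adjusted p-values were 0.00855, 0.0565 and 0.102. Without cows 1 and 15, which are the 2 cows farthest from the median of both BL rate and kinetic, the same correlations were 0.477, 0.258 and 0.142. The relations were positive in both sets of cows, and in the 21 cows none had an adjusted p-value below the 0.05 threshold (adjusted p of 0.0918, 0.385 and 0.536).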

All the IVP scores that we computed showed positive pairwise Pearson Correlation Coefficients (PCC). Morphology and kinetic showed the strongest correlation (PCC = 0.79). 

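Pearson's r between kinetic and morphology was 0.794 over the 23 cows (two-sided permutation test, p = 0.00021, adjusted p = 0.000315 over the 3 relations between scores). Without the 2 cows farthest from the median kinetic score, which are cows 1 and 15 with scores of 0, r was 0.366 (permutation test, p = 0.102, adjusted p = 0.153). The correlation was still positive in the 21 cows but not significant, so its significance over the 23 cows rested on these 2 cows. Over the 23 cows, r of kinetic and morphology exceeded r of BL rate and kinetic by 0.0704, with a 95% bootstrap interval of the difference from -0.259 to 0.196 (10000 draws of the cows), so the 2 correlations could not be told apart.

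**Figure D3:**
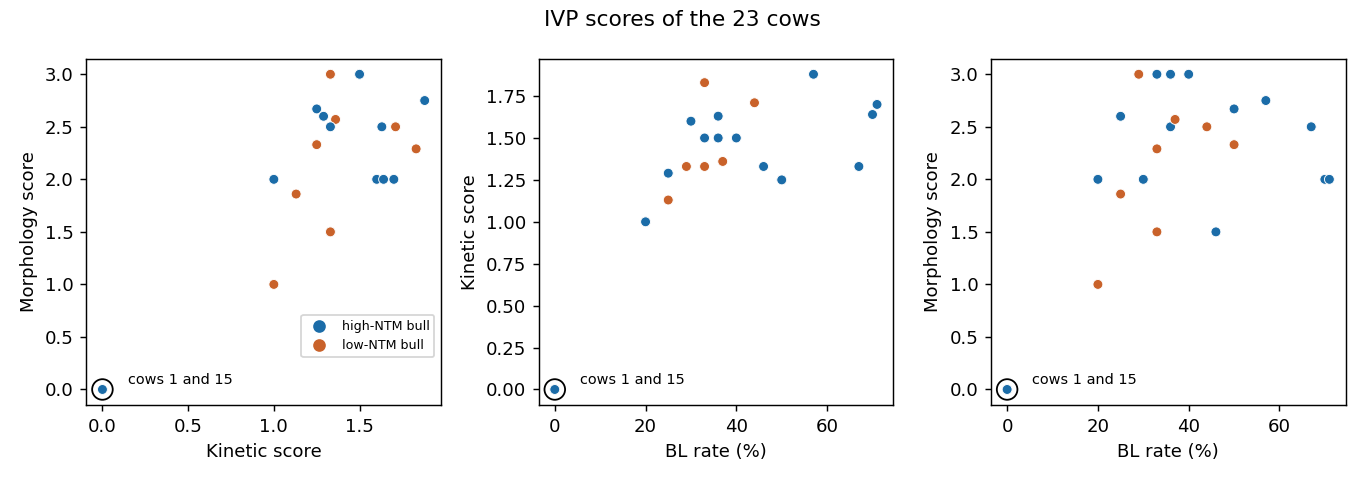
Each point is 1 of the 23 cows, coloured by the NTM class of the bull. The panels plot morphology against kinetic, kinetic against BL rate, and morphology against BL rate, with BL rate in percent and the scores in class units. The circle marks cows 1 and 15, which share the value 0 on all scores, while the other 21 cows have a kinetic score of at least 1.0.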

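Pearson's r was 0.723 between BL rate and kinetic (two-sided permutation test, p = 0.00011, adjusted p = 0.000315). Between BL rate and morphology it was 0.545 (permutation test, p = 0.00685, adjusted p = 0.00685). Leaving out cows 1 and 15, which are farthest from the median BL rate, gave r = 0.472 for BL rate and kinetic (permutation test, p = 0.0311, adjusted p = 0.0934) and r = 0.119 for BL rate and morphology (permutation test, p = 0.608, adjusted p = 0.608). The relation of BL rate with morphology did not hold without these 2 cows. The difference between the 2 correlations over the 23 cows was 0.178, with a 95% bootstrap interval from -0.0446 to 0.561.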

BL rate showed a better correlation with kinetic (PCC = 0.73) than with morphology (PCC = 0.55).

**Table 1:** Summary of the IVP scores for the sample sets.

	Average	SD	Min	Max
COCs (34 animals)	11.60	7.38	3.00	30.00
COCs (23 animals)	11.13	7.88	3.00	30.00
BL rate (34 animals)	37%	18%	0%	71%
BL rate (23 animals)	37%	19%	0%	71%
Kinetic (34 animals)	1.40	0.42	0.00	1.88
Kinetic (23 animals)	1.31	0.48	0.00	1.88
Morphology (34 animals)	2.17	0.73	0.00	3.00
Morphology (23 animals)	2.11	0.85	0.00	3.00

The table shows the statistics computed for the set of 34 Holstein cows used to estimate the sperm effect and for the 23 Holstein cows included in the RNA analysis for the identification of biomarkers. **SD** = standard deviation, **Min** = minimum value, **Max** = maximum value.

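The bull of each cow was not used here, so the residuals of the paper's model could not be computed, and the mean of each NTM class of bulls was removed from the scores in their place. After this step, r was 0.744 between BL rate and kinetic (two-sided permutation test, p = 9e-05), 0.795 between kinetic and morphology (p = 0.00015) and 0.552 between BL rate and morphology (p = 0.00625). The change from the correlations of the raw scores was not tested. Without the 2 cows farthest from the median, the 3 correlations after this step were 0.47, 0.40 and 0.0861.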

The correlations computed pairwise among the IVP scores for the 23 animals after removing the effect of the bulls (using the residuals) increased for all scores. The correlation between kinetic and BL rate increased (PCC = 0.79). The same occurred for morphology and kinetic (PCC = 0.92), while PCC between morphology and BL rate increased to 0.60.

### Genetic merit index effect

The phenotypic means of BL rate and morphology tended to be lower when sperm from low-NTM bulls was used for IVP; in other words, high-NTM bulls tended to have more favourable IVP outcomes (Fig 1). However, when we fitted the linear models to formally test the effect of the bull genetic index while taking into consideration possible confounding effects, no statistically significant effect could be observed at a P value of 0.05.

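The paper's models used 34 cows, and the scores of 23 of them were analysed here. The mean BL rate was 33.9% ± 9.78 (SD, n = 8) in the cows with low-NTM bulls and 38.7% ± 22.4 (SD, n = 15) in those with high-NTM bulls, with medians of 33.0% and 36.0%. The mean morphology score was 2.13 ± 0.644 (SD, n = 8) with low-NTM bulls and 2.10 ± 0.962 (SD, n = 15) with high-NTM bulls, while the medians were 2.31 and 2.50. The means and medians of morphology therefore ranked the classes in opposite order. Both cows without blastocysts were in the high-NTM class.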

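In the 23 cows, the low-NTM class differed from the high-NTM class by -4.86 percentage points in BL rate (two-sided exact permutation test over 490314 splits, p = 0.573, 8 and 15 cows). For morphology the difference was 0.0299 (exact permutation test, p = 0.937). With Benjamini-Hochberg adjustment over the 3 scores, both adjusted p-values were 0.937. The test has no covariates, since the age and date of sampling were not used here. When cows 1 and 15 were left out, the difference in morphology changed sign to -0.293 (exact permutation test, p = 0.249). That in BL rate was then -10.8 percentage points (exact permutation test, p = 0.124). Both cows were in the high-NTM class and had the lowest scores, so leaving them out raises the means of that class by construction.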

**Fig 1:**
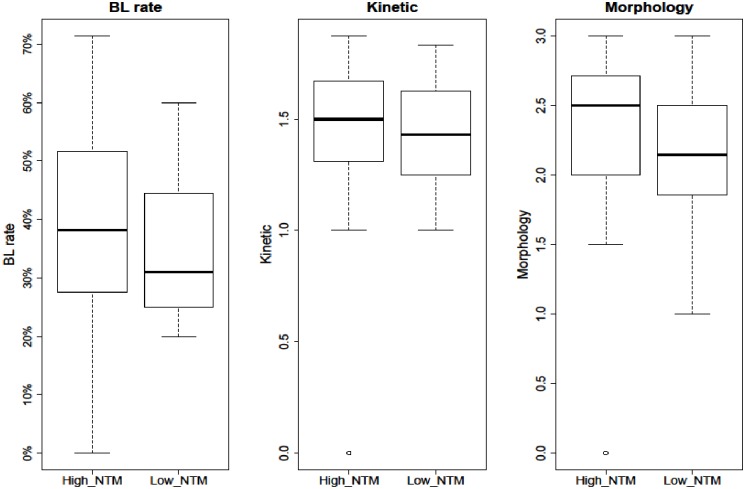
Box plots representing the differences in the distribution of IVP scores between samples inseminated with high-NTM and low-NTM index bulls. The thick line represents the median values. The box represents the lower and upper quartiles. The thin lines are the maximum and minimum values excluding outliers. Outliers are represented by empty circles.

For the morphology score (β = -0.31, P value = 0.20) we obtained a 10.33% decrease on the entire scale, followed by a BL rate (β = -0.31, P value = 0.59) that showed a 3.8% decrease using low-NTM index bull sperm. Conversely, we obtained a 3% increase of the kinetic score (β = 0.09, P value = 0.58).

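The mean kinetic score of the 23 cows was 1.37 ± 0.278 (SD, n = 8) with low-NTM bulls and 1.28 ± 0.56 (SD, n = 15) with high-NTM bulls, while the medians, 1.33 and 1.50, ranked the classes in the opposite order. The difference in means of 0.0908 was not significant (two-sided exact permutation test, p = 0.70, adjusted p = 0.937). It changed sign, to -0.106 (exact permutation test, p = 0.356), in the 21 cows that gave blastocysts. The cows left out for this were both in the high-NTM class, which raises the mean of that class by construction. With cow 8 added to the low-NTM class, the difference was 0.0778 (exact permutation test, p = 0.716).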

### Genes related to IVP outcome

We identified 45 genes significantly related to the BL rate (False Discovery Rate (FDR) < 5%) of which 10 showed a positive correlation (their expressions were increased in cows with higher BL rates). 

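The counts of the 12868 genes kept by the low-count filter in the 23 cows were regressed on BL rate, per 20% increase, with the NTM class of the bull as covariate. No gene had an FDR under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0 genes), and 380 genes had an unadjusted p-value under 0.05. The alternative that moved this count most, to 10 genes, all with lower expression at higher BL rates, was chosen after the data were seen. It combined DESeq2's Wald test with a normal prior on the coefficients, the genes with at least 1 cpm in at least 90% of the cows and the first principal component as a further covariate. The covariates of the paper's model and the correction for GC content and gene length were not used here, because they need values that the counts do not hold.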

For the kinetic score we identified 30 genes (11 positively correlated and 19 negatively correlated). 

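For the kinetic score, 1 gene had an FDR under 0.05 and 511 of the 12868 genes had an unadjusted p-value under 0.05. The gene is listed as ENSBTAG00000046531, and the files do not pair identifiers with names. Its log2 fold change per unit of kinetic was -2.99 (standard error 0.355, FDR = 0.000213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSBTAG00000046531 had 251.0 TMM-normalized cpm in cow 15, which had no blastocysts, and between 0.749 and 7.03 cpm in the other 22 cows. Cow 1, the other cow without blastocysts, had 3.86 cpm. The FDR stayed under 0.05 in 22 of the 23 fits that each left out 1 cow. Without cow 15, the log2 fold change of ENSBTAG00000046531 was -0.45 (FDR = 0.858 from the same test), so this result rested on 1 cow. The count of genes moved most, to 186 genes, when the low-count filter was dropped and all genes with a count in any cow were tested. It was 2 genes when cow 24 was left out as well, an alternative chosen after the data were seen.

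**Figure D4:**
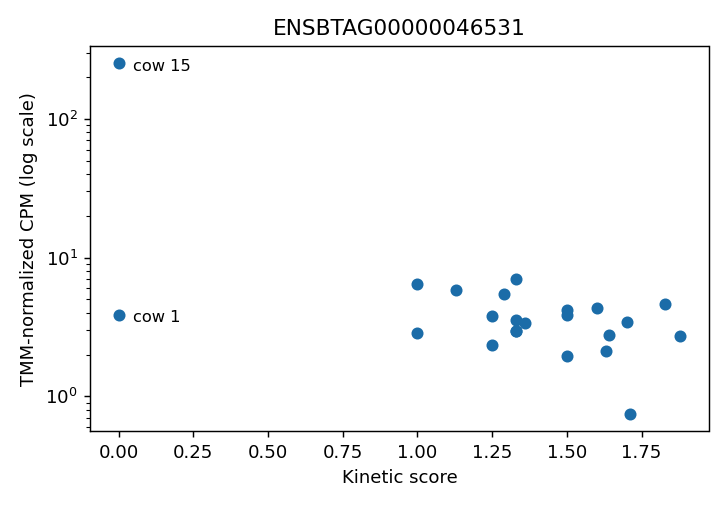
Each point is 1 of the 23 cows. The horizontal axis is the kinetic score and the vertical axis, on a log scale, is the TMM-normalized cpm of ENSBTAG00000046531. Cow 15 has 251.0 cpm, and every other cow, cow 1 included, lies at or below 7.03 cpm.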

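In the regression on morphology, 1 of the 12868 genes had an FDR under 0.05 in edgeR's quasi-likelihood test, and 1418 genes had an unadjusted p-value under 0.05. It was again ENSBTAG00000046531, the gene with a high count in cow 15 alone, with a log2 fold change of -1.61 per unit of morphology (standard error 0.228, FDR = 0.00439 from this test). Without cow 15 its log2 fold change was -0.15 (FDR = 0.658). With DESeq2's Wald test, 73 genes had an FDR under 0.05, of which 57 had higher expression at higher morphology scores. With its normal prior on the coefficients, there were 26 genes, of which 14 had higher expression. Of the 73 genes, 1 still had an FDR under 0.05 in DESeq2's Wald test without cows 1 and 15. When the scores were shuffled among the cows of each NTM class, 3 of 60 arrangements, the real one included, gave at least 73 genes. Chance was therefore not excluded for the 73 genes.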

Ten genes were significantly related to morphology, including three that were positively correlated (**Table E, F and G in** S1 File). Seven genes resulted in being common among all the IVP scores: *BEX2*, *HEY2*, *Mx1*, *RGN*, *STC1*, *TNFAIP6* and *TXNDC11*, and two of these (*Mx1*, *STC1*) were positively correlated (Table 2). 

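In edgeR's quasi-likelihood test, no gene had an FDR under 0.05 for all 3 scores (0 genes), since none passed for BL rate. With DESeq2's normal prior on the coefficients, 2 genes passed for all 3 scores, and with 2 surrogate variables as covariates 1 gene did. The paper reasons that the scores were scored independently of each other, and proposes the genes related to all of them as the candidates to be tested as biomarkers for selecting donor cows.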

The scatterplots for these 7 genes are shown in **Fig D in** S2 File.

**Table 2:** Summary of the Fold Change (FC) and the corresponding FDR for the genes in common among all the IVP scores.

Gene Name	BL rate		Kinetic		Morphology	
	FC	FDR	FC	FDR	FC	FDR
*BEX2*	-0.18	6.96E-04	-0.25	3.17E-02	-0.18	4.50E-02
*HEY2*	-0.17	1.44E-02	-0.30	1.67E-02	-0.22	4.40E-02
*Mx1*	+0.16	4.65E-02	+0.55	1.90E-04	+0.26	4.40E-02
*RGN*	-0.17	1.74E-03	-0.26	2.18E-02	-0.18	4.50E-02
*STC1*	+0.15	4.65E-02	+0.57	5.63E-05	+0.27	2.47E-02
*TNFAIP6*	-0.15	4.03E-06	-0.20	2.80E-03	-0.12	4.50E-02
*TXNDC11*	-0.16	5.91E-03	-0.29	1.81E-02	-0.20	4.50E-02

**FC** = change in gene expression for a 1 unit change in kinetic and morphology, while for BL rate it represents the amount of change in gene expression for each 20% increase in BL rate. The plus sign (+) indicates the presence of a positive correlation, while minus (–) indicates a negative correlation, **FDR** = Benjamini-Hochberg (B-H) adjustment for multiple testing. Genes are listed in alphabetical order.

### Profile comparisons

We compared our gene expression pattern with direction or FCs of a published entire set of differentially expressed genes between healthy and early antral atretic follicles by (Hatzirodos *et al*.(b)) [31] regardless the statistical significance. In total, 423 out of 648 genes (65.28%) included in the comparison showed the same trend in our study and (Hatzirodos *et al*.(b)) [31]. In other words, we observed that 423 genes had increased (or decreased) expression profiles between healthy and atretic follicles corresponding to increased (or decreased) expression in cows with good IVP outcome demonstrating a positive relationship between early atresia and good IVP outcome. When selecting the subset of our gene list (only the top 25% of our gene list), we observed that 151 out of 168 genes show very high similarity in expression patterns or trend (89.88%) (Fig 2a, 2b and 2c).

**Fig 2:**
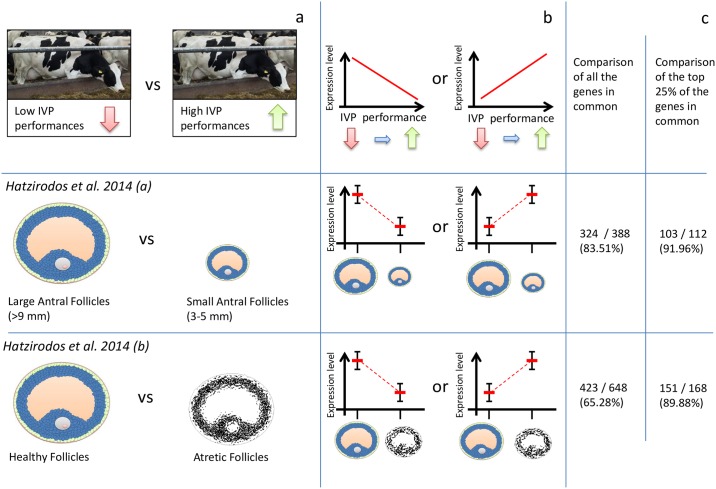
Comparison of expression pattern with previous studies by (Hatzirodos *et al*.(a, b)) [30, 31]. (**a**) Description of our analysis with respect to the differential expression analyses in (Hatzirodos *et al*.(a, b)) [30, 31]. The comparison from (Hatzirodos *et al*.(a)) [30] is inverted in this picture in order to show the similarity of the patterns that we observed. (**b**) Explanation of the comparisons. A gene is considered to have the same trend when its expression decreases or increases in both the studies for each comparison. (**c**) Number of genes observed with similar trend during the comparisons. The numbers refer to the genes with a similar trend with respect to the order described in Fig 2a and 2b.

When we compared our gene expression patterns for cows with good IVP outcome with the gene expression profiles of small versus medium large follicles as reported by (Hatzirodos *et al*.(a)) [30], 324 out of 388 genes (83.51%) showed the opposite trend, as explained in the methods and in the illustration below (Fig 2a, 2b and 2c). When considering 25% of our gene list, the percentage of genes with the opposite trend increased to 91.96% (103 out of 112 genes) (**Tables H and I in** S1 File).

In our experimental design, we compare IVP outcome from bad to good, whereas in the study by (Hatzirodos *et al*.(b)) [31], they compare profile changes from healthy versus atretic follicles. The relationship between these two studies is that IVP outcome is expected to be better for cows with a higher number of early atretic follicles. Based on this, Table 3 shows the candidate genes that can be used as potential biomarkers, as they have the same expression patterns with respect to good IVP outcome. In particular, when we looked into the significant lists of genes, three followed the same trend described in [31], while three showed opposite results (Table 3).

**Table 3:** Comparison of FCs of significant associated genes with expression changes identified between healthy and small atretic follicles.

Gene Name	FC in atretic follicles	BL rate (FC)	Kinetic (FC)	Morphology (FC)	Trend
*MEX3C*	-5	-0.12	-0.18	-0.10	Same
*GPRC5B*	+3.3	+0.14	+0.39	+0.24	Same
*ODF2L*	+5.8	+0.24	+0.33	+0.16	Same
*PRSS23*	+10.9	-0.11	-0.19	-0.12	Opposite
*DUSP7*	+3.6	-0.16	-0.21	-0.12	Opposite
*TNFAIP6*	+7.1	-0.15	-0.20	-0.12	Opposite

**Gene Name** = name of the gene, **FC** = fold change identified in [31], a positive change corresponds to upregulation in small atretic follicles, while negative values correspond to downregulation. **FC (BL rate, Kinetic, Morphology)** = FC obtained in our study for the corresponding IVP score, **Trend** = results of the comparison, same trend indicates that the gene follows the same trend as that described in (Hatzirodos *et al*.(b)) [31] (genes with the same trend resemble the presence of atretic follicles in cows with better IVP performance).

Contrarily, the comparison between our study and the gene expression analysis between small and medium or large follicles (Hatzirodos *et al*.(a)) [30] showed that most of the genes had the opposite trend. The relationship between these studies is that IVP outcome is expected to be better for cows with a higher number of small follicles. Table 4 shows the candidate genes that can be used as potential biomarkers, as they have opposite expression patterns with respect to good IVP outcome. Among the significant genes, 12 were associated with the follicle size (Table 4), including 11 that followed the opposite trend and one that showed the same trend.

**Table 4:** Comparison of FCs of significant genes with expression changes identified between small and medium or large antral follicles.

Gene Name	FC in large follicles	BL rate (FC)	Kinetic (FC)	Morphology (FC)	Trend
*RGN*	+9.8	-0.17	-0.26	-0.18	Opposite
*TNFAIP6*	+279.6	-0.15	-0.20	-0.12	Opposite
*SLMAP*	+5.1	-0.15	-0.25	-0.18	Opposite
*BTBD7*	+4.3	-0.16	-0.24	-0.15	Opposite
*BEX2*	+9	-0.18	-0.25	-0.18	Opposite
*SLC25A28*	+5.8	-0.15	-0.26	-0.18	Opposite
*CHCHD10*	+3.3	-0.15	-0.28	-0.19	Opposite
*PRSS23*	+48.5	-0.11	-0.19	-0.12	Opposite
*MAOA*	+3.1	-0.14	-0.24	-0.15	Opposite
*ITGB5*	+11.4	-0.15	-0.25	-0.16	Opposite
*ARHGAP18*	+20.5	-0.16	-0.24	-0.15	Opposite
*ODF2L*	+4.4	+0.24	+0.33	+0.16	Same

**Gene Name** = name of the gene, **FC** = fold change identified in [30], a positive change corresponds to upregulation in medium and large follicles, while negative values correspond to downregulation. **FC (BL rate, Kinetic, Morphology)** = FC obtained in our study for the corresponding IVP score, **Trend** = result of the comparison, same trend indicates that the gene follows the same trend as that described in (Hatzirodos *et al*.(a)) [30] (all the genes that show opposite behaviour resemble the expression profile of small follicles in cows with better IVP performance).

### Significantly enriched gene sets

Gene set enrichment analysis (GSEA) was performed to extract biological insight of the IVP process from the gene expression profiles. The top pathways (FDR<5%) are shown in (Table 5). As per the GSEA method recommendation, we also conducted the pathway analyses with the use of 25% FDR to reveal interesting biological mechanisms. The entire list of pathways with suggestive FDR <25% is reported in **Tables J-M in** S1 File.

**Table 5:** Significant enriched KEGG pathways (FDR <5%) identified from GSEA for all the IVP scores analysed.

IVP score	KEGG Pathway	Size	ES	NES	FDR q-val
BL rate	Progesterone-mediated oocyte maturation	61	-0.48	-1.82	4.73E-02
	Ribosome	45	0.62	2.34	0
	Pathogenic *Escherichia coli* infection	39	0.56	2.01	4.76E-03
Kinetic	Pathogenic *Escherichia coli* infection	39	0.65	2.38	0
	Cytokine-cytokine receptor interaction	54	0.51	2.02	7.60E-03
	Systemic *lupus erythematosus*	40	0.52	1.95	8.24E-03
	Spliceosome	110	0.43	1.95	9.33E-03
	Cell adhesion molecules (CAMs)	37	0.54	1.97	1.00E-02
	DNA replication	32	0.55	1.92	1.13E-02
	RIG-I-like receptor signalling pathway	41	0.49	1.80	1.96E-02
	Haematopoietic cell lineage	20	0.59	1.81	1.97E-02
	Viral myocarditis	22	0.58	1.81	2.25E-02
	Cytosolic DNA-sensing pathway	29	0.52	1.76	2.67E-02
	Complement and coagulation cascades	20	0.57	1.76	2.78E-02
	Antigen processing and presentation	30	0.50	1.70	4.11E-02
	Leukocyte transendothelial migration	53	0.43	1.71	4.14E-02
	Natural killer cell-mediated cytotoxicity	43	0.45	1.67	4.71E-02
Morphology	DNA replication	32	0.68	2.39	0
	Pathogenic *Escherichia coli* infection	39	0.63	2.27	0
	Cytokine-cytokine receptor interaction	54	0.52	2.12	2.08E-03
	Antigen processing and presentation	30	0.60	2.05	3.12E-03
	Haematopoietic cell lineage	20	0.62	1.96	4.79E-03
	Systemic lupus erythematosus	40	0.54	1.98	5.43E-03
	Natural killer cell-mediated cytotoxicity	43	0.51	1.93	8.36E-03
	Cysteine and methionine metabolism	27	0.57	1.90	9.31E-03
	RIG-I-like receptor signalling pathway	41	0.50	1.88	9.69E-03
	Cell adhesion molecules (CAMs)	37	0.50	1.85	1.16E-02
	Spliceosome	110	0.40	1.84	1.18E-02
	Leukocyte transendothelial migration	53	0.44	1.76	2.69E-02
	Cytosolic DNA-sensing pathway	29	0.50	1.72	3.80E-02
	Toll-like receptor signalling pathway	56	0.43	1.69	4.36E-02

**IVP score**: is the IVP score for which the pathway has been found enriched, **KEGG Pathway**: name of the KEGG gene set enriched, **Size**: total number of genes in the gene set, **ES**: Enrichment Score, **NES**: Normalized Enrichment Score, **FDR q-val**: False Discovery Rate associated with the entry.

For all the IVP scores, the analysis revealed positively enriched pathways involved in: DNA replication, cytokine-cytokine receptor interaction, pathways associated with the response to bacteria (pathogenic *Escherichia coli*, Toll-like receptor signalling pathway, antigen processing and presentation) and involvement of the immune system (natural killer cell-mediated cytotoxicity, leukocyte migration).

In terms of biological interpretation of the results, the following pathways (FDR <25%) are interesting: cell adhesion molecules (CAMs), gap junctions, fatty acid metabolism and p53 signalling. Furthermore, for BL rate we obtained the positive top-hit ribosome formation.

We obtained a set of pathways with negatively enriched score for BL rate involved in oocyte competence: progesterone mediated oocyte maturation and oocyte meiosis as well as pathways involved in cell cycle control, glycan biosynthesis and glycolysis, gluconeogenesis and sugar metabolism.

Gene Ontology (GO) term enrichment analysis confirmed the biological functions identified with the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways.

The lists of significant GO terms (FDR <25%) identified with the enrichment analysis for the GO terms are presented in **Tables N-Q in** S1 File.

### Ingenuity^®^ Pathway Analysis (IPA^®^) results

#### Upstream regulators

Among the top upstream regulators for BL rate, we identified many cytokines together with transcription regulators. The top five upstream regulators identified are: IFNA2, IFN Beta, thiocoraline, MAML1 and IL1RN (P value < 3.36E-4). ACOX1 is one of the top 10 identified upstream regulators predicted as significantly inhibited (Z-score = -2.00 and P value = 6.84 E-4).

The top upstream regulators identified for kinetic are involved in different functions (PRL, IRF7, TRIM24, UBA7 and ACKR2). The first two, PRL (Z-score = 2.45, P value = 7.57E-6) and IRF7 (Z-score = -2.18, P value = 8.86 E-6), were significantly predicted as activated, while IL1RN was predicted as inhibited (Z-score = -2.00, P value = 7.05 E-5).

The upstream regulators identified for morphology are mainly involved in interferon regulation: IL17D, IFNK, IFNL1, IRF7 and IFNG (P value <1.62 E-4). The relevant upstream regulators are presented in Fig 3a and 3b.

**Fig 3:**
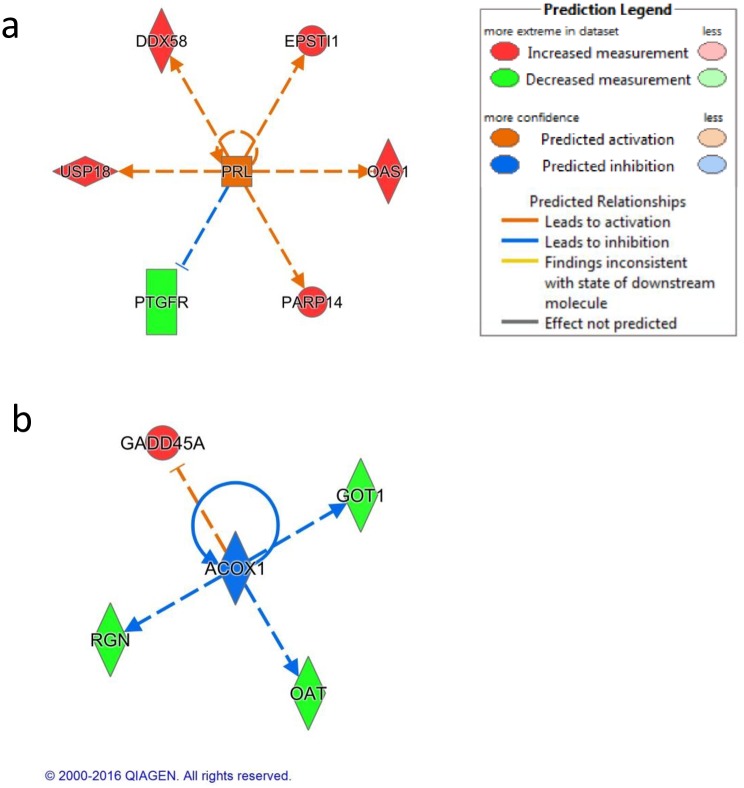
Upstream regulators with corresponding activation or inhibition predicted by IPA^®^. Upstream regulators and their targets displayed as a network of interactions with their respective expression trends. Node shapes represent functional classes; vertically rectangle for G-protein coupled receptor, squares for cytokines, vertically diamonds for enzymes, horizontally diamonds for peptidase, and circles for other. (a) PRL (predicted as activated), (b) ACOX1 (predicted as inhibited).

#### Molecular and cellular function

The top five over-represented molecular and cellular functions identified for each IVP score together with the relatively enriched specific functions are represented in Table 6. When considering the most enriched functions that belong to these categories, we found: cell proliferation, cell development and homeostasis, necrosis, cell death and apoptosis. Only cell death identified for morphology showed a significant activation score (Z-score >2). Interestingly, inflammation of the body region (P value = 6.55 E-2, z-score = 2.21) and synthesis of reactive oxygen species (P value = 8.85E-2, z-score = -2.19), both involved in immune response, were predicted as being significantly inactivated. The complete list of the results from the enrichment analysis of molecular and cellular functions is shown in Tables R, S and T in S1 File.

**Table 6:** Molecular and cellular functions enriched in IPA^®^.

IVP score	Main category (-s*pecific function*)	Functional category	Z-score	B-H p-value
BL rate	Cellular Growth and Proliferation			4.52E-02-1.06E-01
	- *proliferation of cells*	proliferation	-1.23	4.52E-02
	- *proliferation of muscle cells*	proliferation	-1.11	4.52E-02
	Cellular Development			4.52E-02-1.14E-01
	- *differentiation of cells*	differentiation	0.02	5.69E-02
	- *proliferation of muscle cells*	proliferation	-1.11	4.52E-02
	Amino Acid Metabolism			4.52E-02-8.21E-02
	Gene Expression			4.52E-02-1.06E-01
	Cell Death and Survival			4.52E-02-1.14E-01
	- *necrosis of epithelial tissue*	necrosis	0	4.52E-02
	- *necrosis*	necrosis	0.8	6.62E-02
	- *apoptosis*	apoptosis	0.94	5.49E-02
	- *cell death of tumour cells*	cell death	0.82	6.37E-02
	- *cell death of epithelial cells*	cell death	0	6.73E-02
	- *cell death of cancer cells*	cell death	0.45	7.58E-02
	- *cell death*	cell death	1.45	7.58E-02
Kinetic	Cellular Development			2.62E-02-1.02E-01
	- *differentiation of cells*	differentiation	0.65	5.02E-02
	- *differentiation of connective tissue*	differentiation	0.58	7.21–02
	- *differentiation of leukocytes*	differentiation		7.64E-02
	Cellular Function and Maintenance			2.62E-02-8.96E-02
	- *cellular homeostasis*	homeostasis	-0.16	5.88E-02
	Cellular Growth and Proliferation			2.62E-02-1.02E-01
	- *proliferation of cells*	proliferation	-0.32	8.96E-02
	Gene Expression			2.62E-02-9.82E-02
	Carbohydrate Metabolism			2.62E-02-1.02E-01
Morphology	Cell Development			6.2E-03-7.33E-02
	Cellular Growth and Proliferation			6.2E-03-7.33E-02
	- *cellular growth and proliferation*	proliferation	-0.90	4.71–02
	Cell Signalling			6.2E-03-6.7E-02
	Carbohydrate Metabolism			6.2E-03-7.28E-02
	Cell Death and Survival			6.2E-03-4.76E-02
	- *cell death and survival*	cell death	2.32	3.39E-02
	- *cell death and survival*	apoptosis	1.68	4.44E-02

The table shows the top five main categories of molecular and cellular functions obtained in IPA^®^ for the BL rate, kinetic and morphology, together with significant specific function annotations (showing B-H P value <10% and including at least 5 genes). **Main category** = general functional class, **Specific function** = specific biological function, **Functional category** = general description of the function for the entry, **Z-score** = predicted level of activity (positive scores correspond to increased activity while negative scores correspond to decreased activity in relation to the increase in IVP performances), **B-H P value** = B-H adjusted *p* values for multiple testing.

#### Networks

IPA^®^ generated interesting networks associated with different physiological and biological functions. We focused our analysis on a network involved in the control of the oestrous cycle and follicle development. We chose a network generated from the genes related to the BL rate with the highest number of genes, the highest score (Focus molecules = 19, score = 43) and in which both FSH and LH were included as nodes (Fig 4).

**Fig 4:**
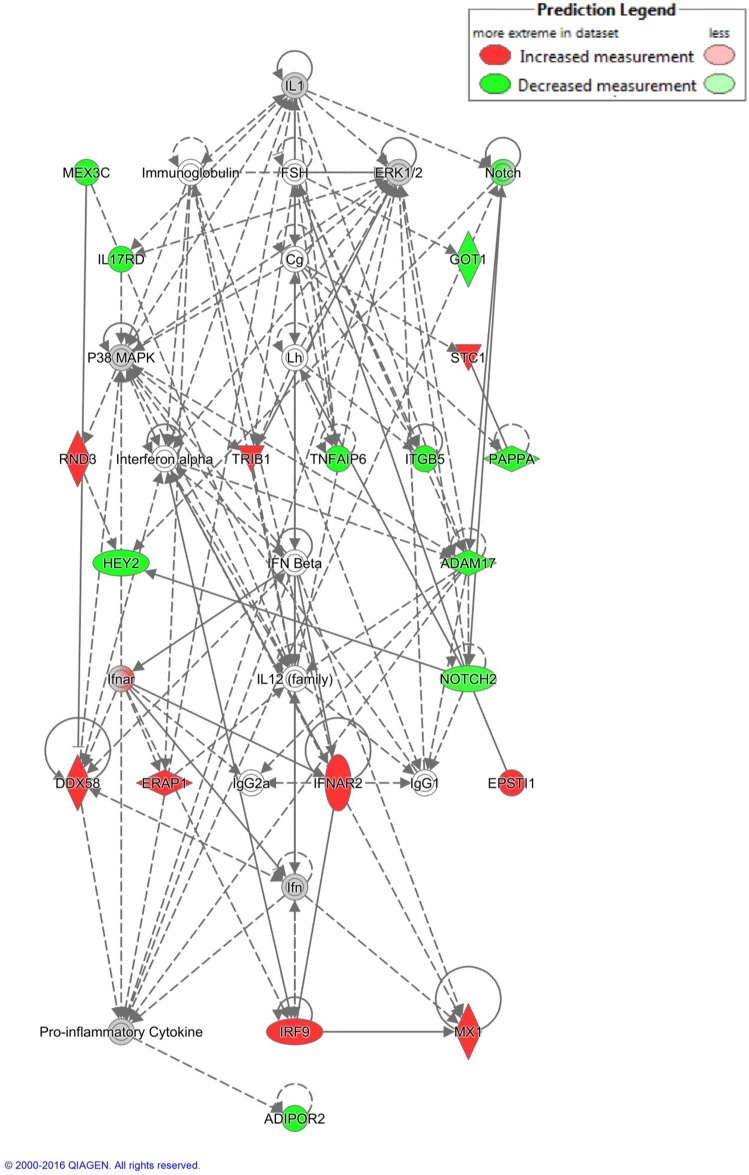
Network of interaction generated by IPA^®^ from the list of genes correlated with BL rate, organized by hierarchical structure. Node shapes represent functional classes; concentric circles for groups or complexes, vertically diamonds for enzymes, horizontally diamonds for peptidase, horizontally ellipses for transcriptional regulators or modulators, vertically ellipses for transmembrane receptor, inverted triangles for kinase and circles for other.

### Real-time PCR data validation

Real time PCR confirmed the RNA-Seq counts for the four genes tested. We obtained significant negative correlation (P value < 0.05) between Real-time PCR and RNA-Seq data for all the tests, indicating the concordance between the two methods in expressions patterns. The correlations between Real-time PCR and RNA-Seq data are presented in Fig 5.

**Fig 5:**
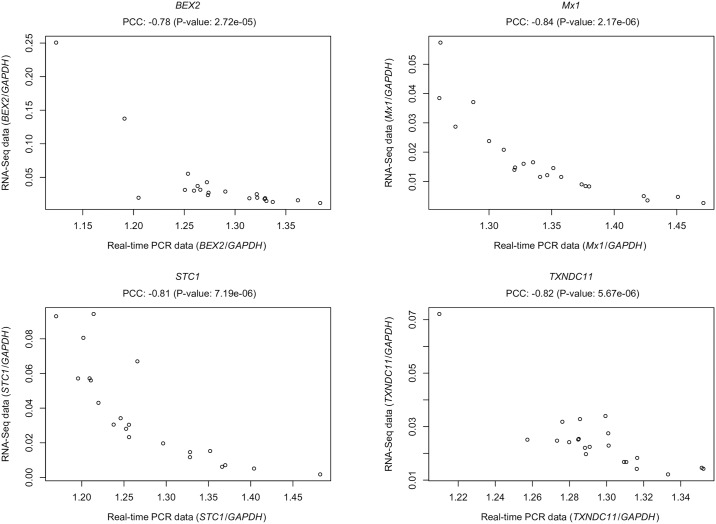
Scatter plots of the Real-time PCR data vs. RNA-Seq counts for the genes tested and Pearson Correlation Coefficient (PCC). The horizontal axis represents the ratio between the average Cp of the target gene and the average Cp of the reference (*GAPDH*) for all the samples. The vertical axis is the ratio between the RNA-Seq counts of the target gene and the reference gene for all the samples. PCC is the Pearson Correlation Coefficient between the Real time PCR data and the RNA-Seq data.

## Discussion

In this study, we investigated the relationship between the individual cow granulosa cell transcriptomic profiles and IVP outcome as well as the possible effect of using semen from bulls with high versus low breeding values (NTM) on IVP outcome. Our study involved paired end RNA sequencing of granulosa cells isolated from follicular fluid and measuring the IVP scores or outcomes such as BL rate, morphology and kinetics. Then we used advanced statistical and bioinformatics methods to identify genes encoding potential biomarkers associated with IVP scores.

### Sperm effect

The model that we fit to test for the sperm effect did not show statistically significant effects of using sperm from bulls with high or low NTM index on the IVP performances. Hence, the use of high-NTM index bulls in IVP procedures does not have any negative effects and in fact showed a tendency for better IVP outcome. Further studies with a bigger population size and with reduced noise (for example with oestrous cycle synchronization) should preferably be performed in order to get enough statistical power to confirm and define a potential NTM effect of the sperm on IVP outcomes.

### Candidate genes

We found several candidate genes associated with IVP outcomes using the granulosa transcriptomic profiling and analyses. In order to interpret our results correctly we need to bear in mind that the RNA samples were derived from a heterogeneous pool of follicles. As a consequence, the most important candidate genes for follicle developmental stages like FSH receptor and P450 aromatase were expressed on average constantly across all the animals. LH receptor was excluded from the analysis during the filtering procedures, because lowly expressed (too low counts across samples). With respect to the multiple waves of follicular growth we expect to find a heterogeneous composition of our samples, including antral follicles of different dimensions as well as dominant and subordinate follicles at different developmental stages and in different stages of growth and atresia [49]. Thus, the genes that under these circumstances are correlated with IVP scores are good candidate genes, because their over- or underexpression profiles correlate with either a positive or negative outcome of the IVP procedure, despite the heterogeneity of the follicles. The IVP scores that we measured were scored independently of each other. For these reasons, we think that genes significantly correlated with all the scores are the most interesting genes to be tested as encoding potential biomarkers for selecting donor cows. Among the seven genes identified for all three scores, *Mx1* and *STC1* were positively correlated, while *BEX2*, *HEY2*, *RGN*, *TNFAIP6* and *TXNDC11* were negatively correlated to the IVP outcome. The expression patterns of four of these genes (*BEX2*, *Mx1*, *STC1*, *TXNDC11*) were validated with Real-time PCR. Most of these genes have previously been found to be involved in the control of follicle development and oocyte developmental potential.*Mx1* is involved in interferon signalling together with *IRF* and *IFNAR* (Interferon α/β receptor 1), which were both identified as being correlated only to BL rate. Prolactin response that involves interferon signaling has been related to optimal developmental competence of oocytes in cattle after 22 h- and 44 h of FSH coasting [27]. Interferon has been associated with developmental competence of oocytes in other species and in humans [50]. Correct concentrations of interferon and interleukins in human follicular fluid resulted were correlated to optimal oocyte developmental capacity. In mice, interferon-alpha (*IFN-α*) was upregulated in LH-treated preovulatory granulosa cells [51].

The protein product of *STC1* is secreted from the cells and has been found to control, in a paracrine way, the development of granulosa cells [52]. Furthermore, *STC1* is highly expressed in both *in vivo* and *in vitro* matured oocytes [53]. *STC1* probably plays an important role in a possible feedback loop between oocytes and granulosa cells.

*BEX2* has previously been found upregulated in large follicles rather than small ones [30]. *BEX2* acts as a negative regulator of apoptosis in the mitochondria and controls the G1 phase of the cell cycle [54].

*HEY2* encodes a transcriptional repressor, which is a downstream target of the *Notch* cell signaling system. The expression trend of *HEY2* is positively correlated to the expression of *NOTCH2* that was, in turn, negatively associated with BL rate (log2FC = -0.16, FDR = 0.05). In mice, *Notch* signaling has been shown to be extremely important to follicle and oocyte development and to exert a positive control of granulosa cell proliferation and a negative control of apoptosis [55]. Hence, as apoptosis can be expected during early atresia, the described relationship points towards a positive relationship between early atresia and good IVP outcome.

Finally, *RGN* has previously been found upregulated in large follicles rather than small ones [30] and has been described as being involved in the onset of follicular dominance and enhanced granulosa cell survival [56].

Transcript abundance of *TNFAIP6* has been associated with oocyte competence in cow granulosa cells after ovarian stimulation protocol with FSH where*TNFAIP6* resulted to be less transcribed in the competent group. In particular, *TNFAIP6* was found to be expressed more in granulosa cells of the incompetent group of associated oocytes [25]. *TNFAIP6* is an important component of the ECM as it has a hyaluronal-binding LINK domain [57].The ECM has a fundamental role during the follicle development [58]. ECM promotes cell survival and proliferation of granulosa cells in cattle [59]. Furthermore, N-glycan biosynthesis, one of the pathways identified with GSEA, is involved in ECM formation. The inhibitions of N-glycan biosynthesis has negative consequences on follicle development [60]. Hence, the described relationship again points towards a positive relationship between early atresia and good IVP outcome.

*TXNDC11* encodes a protein with the thioredoxin domain that might act as a redox regulator. *TXNDC11* has never been associated to oocyte competence in granulosa cells, although other thioredoxin proteins have been associated with the control of ovarian follicular atresia through scavenging action on reactive oxygen species [61].

Among the groups of gene significantly associated with only some of the IVP parameters, two genes, *OAT* negatively associated with BL rate and *OAS1* positively associated with kinetic score, deserve to be mentioned, because previously associated either with oocytes competence or follicle condition. *OAT* has been patented as a mammalian ovarian negative biomarker of oocyte competence [62] and the *OAS1* gene in oocytes has been associated with reduced fertility [63].

An important consideration during the selection of candidate genes encoding potential biomarkers is the subcellular localization of their protein products. Genes whose protein products are secreted in the extracellular space (including the follicular fluid and eventually blood plasma) can potentially be measured from the follicular fluid or even blood plasma during oocyte collection and used as biomarkers of IVP traits (**Tables E, F and G in** S1 File). Among the candidate genes described above, *STC1* is the only one whose protein product is secreted.

However, further studies are needed to test the correlation between the transcripts and the proteins that they encode for.

### Follicle size and follicle atresia hypothesis

The functional analysis of the seven candidate genes highlighted their potential involvement in the processes of atresia and follicular development. Similar evidences were obtained from the comparison of the expression pattern of our samples with the gene expression trend of healthy vs. early antral atretic follicles studied by Hatzirodos *et al*.(b) [31] and with the gene expression trend of small vs. medium and large follicles reported by Hatzirodos *et al*.(a) [30].

The comparison revealed that 65.28% of the genes identified as differentially expressed in early atretic follicles by Hatzirodos *et al*.(b) [31] showed the same trend in our study and this percentage increases to 89.88% considering the top 25% of the genes associated to BL rate. Similarly, 83.51% of the genes identified by Hatzirodos *et al*.(a) [30] in the comparison between small vs. medium and large follicles, showed opposite trend in our study, we observed that this percentage increases to 91.96% when we considered the top 25% genes related to BL rate.

In other words, in data good IVP outcome was positively correlated with early atresia and negatively correlated with follicle. Hence, very interestingly small early atretic follicles are most likely to result in good IVP outcome.

The evidence for this relationship is further sustained by the fact that several functional classes, biological pathways and regulator genes that are positively correlated with good IVP outcome also are associated with atresia: control of cell proliferation and development, cell death process, TP53 pathway and its regulator TRIM24, IFN-ϒ and PRL.

In details, we identified the pathway involved in control of cell proliferation for a set of genes negatively associated with IVP parameters. Interestingly, the biological function cell death was predicted as activated in cows with higher morphology score.

One of the most interesting pathways was that related to TP53. The TP53 pathway was enriched for genes positively associated with kinetic and morphology. TP53 induces apoptosis [64]. Interestingly, TP53 has been identified as being activated in when growing follicles enter the plateau phase and initiate atresia [27]. TRIM24 was identified as upstream regulator and it is involved in a key part of the TP53 mechanisms. TRIM24 promotes the degradation of TP53 and is primarily involved in TP53-induced apoptosis.

Many of the top upstream regulators identified for the blastocyst morphology score are related to the interferon pathway. Among these, IFN-ϒ has been found to enhance the apoptotic process in human, where the presence of IFN-ϒ has been observed specifically in atretic follicles [65, 66]. In the ovary, IFN-ϒ seems to be synthesized only by immune cells and not by granulosa cells [66]. This is in accordance with our results where IFN-γ was predicted as being activated, but its expression was not observed in our granulosa cell samples.

In our analysis, PRL is an upstream regulator of the genes that we identified associated to our IVP parameters. PRL was predicted as being activated in cows with good IVP outcome (Fig 3a). The PRL pathway is strictly associated with interferon signalling and its positive effect on oocyte competence has been widely studied [27].

It has earlier been noted that higher concentration of PRL in follicular fluid is positively correlated with early atresia. Lower concentration of PRL was associated with presence of pyknotic nuclei in granulosa cells which is an indicator of a late stage of cell death and follicular atresia [22, 67].

Treatments of PRL in rats *in vivo* resulted in an increased number of atretic follicles [68]. Furthermore, addition of PRL to *in vitro* maturation (IVM) media in co-culture with granulosa cells leads to an increase of embryos developed to the morula and blastocyst stages [69].

The relationships described above again indicate that a positive correlation exists between IVP outcome and early atresia.

Furthermore, we found that immune system was negatively correlated with IVP performances. We speculate that immune system activation is related to late atresia whereas the early atresia has not yet activated this type of a response. Again, this speculation supports the notion that early atresia, but not late atresia, is positively correlated with good IVP outcome. This theory is also sustained by observations reported earlier [70–73]. Hence, the percentage of embryos generated has earlier been positively correlated with early atresia whereas late atresia resulted in poor embryo yields[71]. This correlation has been attributed to differences in the development competence of the respective COCs. The developmental potential of the oocytes has earlier been reported as being positively correlated with granulosa cell apoptosis, follicle size and cumulus expansion as well as with the amount of follicular fluid granulosa cell apoptosis [70]. Granulosa cell apoptosis has been widely used to identify atretic follicles, but it has not yet been validated as a biomarker of oocyte competence [22].

Finally, previous studies also point to potential underlying cell biological mechanistic explanations of the positive correlation between good IVP outcome and early atresia. Hence, studies of the ultrastructure of COCs from dominant follicles approaching ovulation has clearly demonstrated that initial cumulus cell expansion and gradual retraction of the cumulus cell processes attached to the oocyte through the zona pellucida occur even prior to the LH peak [74]. These processes are associated with changes in the oocyte nucleus, i.e. the germinal vesicle, which develops undulations of the nuclear envelope likewise prior to the LH peak. After the LH peak these processes culminate in the resumption of meiosis and progress of cytoplasmic oocyte maturation over a 24 h period leading to ovulation. The same authors interestingly demonstrated that the above described sequence of processes can also be observed in COCs in the subordinate follicles of the follicular wave, i.e. follicles representing early atresia. Hence, in early atretic follicles, the COCs undergoes processes that mimic those seen in the dominant follicle approaching ovulation. Seen in this light, it is not surprising that COCs harvested from early atretic follicles may be better qualified for entering final maturation in vitro as they may be “primed” for the process. Interestingly, oocyte recovery post-FSH withdrawal period (“coasting”) has been demonstrated to increase IVP embryo yield [27]; an effect that is likely also to be based upon initiation of early atresia in the follicular pool.

It is important to keep in mind that even though all the animals were in the luteal phase of the estrous cycle, they were not synchronized. Hence, oocytes were collected at any given time point of the luteal phase and originated from a combination of growing and regressing follicular waves with the atretic follicles typically representing the subordinate follicular pool. The mechanistic hypothesis on the positive correlation between IVP outcome and early atresia needs further confirmation at single follicle level.

### Other biological mechanisms

The complexity of the IVP-related traits is represented in the numerous biological mechanisms that we found to be involved in the process. Together with the pathways involved in atresia we found many secondary pathways. The gene sets for the KEGG pathways, oocyte meiosis, progesterone-mediated oocyte maturation were enriched for genes negatively associated with BL rate that is in line with an early atresia condition while cytokine-cytokine receptor interaction pathway was enriched of genes positively correlated with good IVP outcome, which is not surprising as they represent key processes leading to oocyte competence [75]. We identified two cytokines: IL17D and IL1 (Fig 4) that are upstream regulators of the group of genes correlated respectively with morphology and BL rate. Interestingly, the expression of *IL17D* in granulosa cells as well as the presence of its encoded product in the follicular fluid has already been patented as a biomarker of oocyte competence in mammals [76]. Our data also showed a positive correlation between good IVP outcome and upregulation in the granulosa cells of the pathways gene expression, spliceosome and transcript maturation, as well as by the activation of the ribosome pathway indicating granulosa cell activity and function to be of significance for oocyte competence.

Upregulation of the pathogenic *Escherichia coli* pathway or Lipopolysaccharides effect likewise implies that activation of many subpathways important for the physiological function of the granulosa cells (e.g. gap junction, tight junction, adherent junction, axon guidance and regulation of actin cytoskeleton) are positively correlated with good IVP outcome.

In our study, the pathways for glycolysis and gluconeogenesis as well as galactose, mannose, fructose and fatty acid metabolism pathways were enriched by genes negatively associated with BL rate. The involvement of these pathways in oocyte development is supported by previous studies. It is known that granulosa cells provide the oocytes with glycolytic products and with energy production in order to support its correct development [77–80]. The pathway for fatty acid metabolism is also recognized as an important source of energy during oocytes maturation [81]. The protein ACOX1 was identified in our study to be an upstream regulator for a set of genes associated with BL rate. ACOX1 is involved in β-oxidation of fatty acids [82, 83]. In our dataset, *ACOX1* was also predicted as being inhibited in the BL rate from IPA^®^ (Fig 3b). The importance of beta oxidation and in particular of ACOX1 for fertility has been previously observed in a knockout study in mice [81, 84].

## Conclusions

In summary, to the best of our knowledge, this is the first study to have identified candidate genes encoding potential biomarkers of oocyte developmental competence in IVP using granulosa cells collected from pools of follicles at the individual cow level and implementing RNA-Seq technologies. In particular, we found evidence that good IVP outcome is positively correlated with early atresia. Our results provided stronger evidence of the involvement of our candidate genes in the IVP-related processes. Thus, we expect that the significant genes identified are good candidate genes for developing biomarkers for donor cow selection. Furthermore, we reported the most significant molecular pathways through which these candidate genes exert their effects on IVP outcomes. However, these candidate genes should be validated on a larger scale using OPU and IVP.

Future perspectives include the identification of eQTL for the candidate genes reported here and subsequent use in augmented GS procedures that utilize functional information, for example BLUP|GA (BLUP based on the genetic architecture) and sgBLUP (systems genomic BLUP) [1].

## Supporting information

S1 File Supplementary Tables: A-T. (DOCX) Click here for additional data file.

S2 File Supplementary Figures: A-D. (DOCX) Click here for additional data file.

S1 Text IVP procedure; Follicular cell purification and deep freezing procedure. (DOCX) Click here for additional data file.

# Supplementary material for: Identification of potential biomarkers in donor cows for in vitro embryo production by granulosa cell transcriptomics
**Source:** PLoS One. 2017 Apr 12;12(4):e0175464. doi: 10.1371/journal.pone.0175464
**Supplement:** S1 File

# S1 File

# Identification of potential biomarkers in donor cows for *in vitro* embryo production by granulosa cell transcriptomics

**G. Mazzoni, S.M. Salleh, K. Freude, H.S. Pedersen, L. Stroebech, H. Callesen, P. Hyttel and H.N. Kadarmideen^*^**

This PDF file included:

**Supplementary Tables: 1, 2 (a-c), 3 (a-c), 4 (a, b), 5 (a-h) and 6 (a-c)**

# Table A. Primer sequences and transcript accession numbers.

| Gene | Accession Number | Primer Sequence (Forward) | Primer (Sequence) Reverse | Product Size (bp) |
| --- | --- | --- | --- | --- |
| BEX2 | NM_001077034 | CCTAGAGGAAATCGCAGACG | TTCCCTCAGCTTTTCCATGA | 159 |
| Mx1 | NM_173940 | TGATCTCATCGACTCCCTGC | TGCCTTTCCACTCGTCTTCA | 199 |
| STC1 | NM_176669 | ATGATTGCCGAAGTCCAGGA | CCGTCTGCAGGATGTGAAAG | 241 |
| TXNDC11 | NM_001083420 | AGTCTCCTGCTGAACAACGA | GGATCAGGTGCCAGGGAC | 211 |
| GAPDH | NM_001034034 | AAGGCCATCACCATCTTCCA | TCACGCCCATCACAAACATG | 192 |

Accession number is the NCBI Reference Sequence

# Table B. List of genes associated to BL rate used in IPA.

**Symbol** = gene name (HGNC), **Entrez ID**= cattle Entrez ID, **Log2FC**=log 2 Fold Change identified for BL rate, **FDR** = P Value adjusted (B-H correction), **Entrez Gene Name**= Entrez extended gene name, **Location**=sub-cellular localization annotation, **Type**(s) = type of protein.

# Table C. List of genes associated to kinetic used in IPA.

| Symbol | Entrez ID | Log 2 FC | FDR | Entrez Gene Name | Location | Type(s) |
| --- | --- | --- | --- | --- | --- | --- |
| *ATP10D* | 536495 | -0.374 | 0.062 | ATPase phospholipid transporting 10D (putative) | Cytoplasm | transporter |
| *BTBD7* | 100300409 | -0.403 | 0.019 | BTB domain containing 7 | Nucleus | other |
| *CHCHD10* | 615846 | -0.469 | 0.032 | coiled-coil-helix-coiled-coil-helix domain containing 10 | Cytoplasm | other |
| *CHMP7* | 541288 | -0.392 | 0.07 | charged multivesicular body protein 7 | Cytoplasm | transporter |
| *CTSL* | 515200 | 0.511 | 0.021 | cathepsin L | Cytoplasm | peptidase |
| *DDX58* | 504760 | 0.467 | 0.034 | DEXD/H-box helicase 58 | Cytoplasm | enzyme |
| *DESI1* | 614655 | -0.41 | 0.082 | desumoylating isopeptidase 1 | Other | other |
| *DHRS12* | 507276 | -0.466 | 0.038 | dehydrogenase/reductase (SDR family) member 12 | Nucleus | other |
| *EPSTI1* | 614555 | 0.51 | 0.017 | epithelial stromal interaction 1 (breast) | Other | other |
| *FBXL7* | 518806 | -0.466 | 0.036 | F-box and leucine-rich repeat protein 7 | Cytoplasm | enzyme |
| *GPRC5B* | 516334 | 0.477 | 0.032 | G protein-coupled receptor class C group 5 member B | Plasma Membrane | G-protein coupled receptor |
| *HEY2* | 538619 | -0.522 | 0.017 | hes related family bHLH transcription factor with YRPW motif 2 | Nucleus | transcription regulator |
| *IAH1* | 614320 | -0.419 | 0.066 | isoamyl acetate-hydrolyzing esterase 1 homolog | Cytoplasm | other |
| *ITGB5* | 282564 | -0.409 | 0.09 | integrin subunit beta 5 | Plasma Membrane | other |
| *JADE3* | 506664 | -0.328 | 0.032 | jade family PHD finger 3 | Nucleus | other |
| *Mkrn1* | 514986 | -0.342 | 0.086 | makorin ring finger protein 1 | Plasma Membrane | enzyme |
| *MX1* | 280872 | 0.63 | 0 | MX dynamin like GTPase 1 | Cytoplasm | enzyme |
| *NOTCH2* | 513730 | -0.307 | 0.086 | notch 2 | Plasma Membrane | transcription regulator |
| *OAS1* | 654488 | 0.461 | 0.019 | 2'-5'-oligoadenylate synthetase 1 | Cytoplasm | enzyme |
| *OSTM1* | 518522 | 0.332 | 0.062 | osteopetrosis associated transmembrane protein 1 | Cytoplasm | other |
| *PARP14* | 540789 | 0.487 | 0.017 | poly(ADP-ribose) polymerase family member 14 | Cytoplasm | other |
| *PDGFB* | 788643 | 0.426 | 0.089 | platelet derived growth factor subunit B | Extracellular Space | growth factor |
| *PRDM1* | 538384 | 0.429 | 0.086 | PR domain 1 | Nucleus | transcription regulator |
| *PRSS23* | 538575 | -0.305 | 0.081 | protease, serine 23 | Extracellular Space | peptidase |
| *PTGFR* | 282020 | -0.346 | 0.086 | prostaglandin F receptor | Plasma Membrane | G-protein coupled receptor |
| *REV3L* | 517422 | -0.332 | 0.08 | REV3 like, DNA directed polymerase zeta catalytic subunit | Nucleus | enzyme |
| *RGN* | 280910 | -0.427 | 0.022 | regucalcin | Nucleus | enzyme |
| *RSPRY1* | 538571 | -0.307 | 0.034 | ring finger and SPRY domain containing 1 | Other | other |
| *SH3BP2* | 617344 | 0.423 | 0.086 | SH3 domain binding protein 2 | Cytoplasm | other |
| *SH3D19* | 535511 | -0.345 | 0.032 | SH3 domain containing 19 | Plasma Membrane | other |
| *SLC25A28* | 538529 | -0.444 | 0.036 | solute carrier family 25 member 28 | Cytoplasm | transporter |
| *SLMAP* | 529366 | -0.409 | 0.041 | sarcolemma associated protein | Plasma Membrane | other |
| *STC1* | 338078 | 0.647 | 0 | stanniocalcin 1 | Extracellular Space | kinase |
| *SUGCT* | 100125578 | -0.502 | 0.022 | succinyl-CoA:glutarate-CoA transferase | Cytoplasm | enzyme |
| *TC2N* | 534419 | -0.364 | 0.031 | tandem C2 domains, nuclear | Nucleus | transporter |
| *TMED5* | 534351 | 0.262 | 0.09 | transmembrane p24 trafficking protein 5 | Cytoplasm | other |
| *TMOD1* | 780784 | 0.478 | 0.032 | tropomodulin 1 | Cytoplasm | enzyme |
| *TMOD2* | 532085 | 0.477 | 0.034 | tropomodulin 2 | Cytoplasm | other |
| *TNFAIP6* | 493710 | -0.329 | 0.003 | TNF alpha induced protein 6 | Extracellular Space | other |
| *TNKS* | 535030 | -0.392 | 0.025 | tankyrase | Nucleus | enzyme |
| *TXNDC11* | 513509 | -0.486 | 0.018 | thioredoxin domain containing 11 | Cytoplasm | enzyme |
| *USP18* | 515202 | 0.479 | 0.025 | ubiquitin specific peptidase 18 | Cytoplasm | peptidase |
| *WDYHV1* | 510463 | -0.387 | 0.082 | WDYHV motif containing 1 | Cytoplasm | other |

**Symbol** = gene name (HGNC), **Entrez ID**= cattle Entrez ID, **Log2FC**=log 2 Fold Change identified for kinetic, **FDR** = P Value adjusted (B-H correction), **Entrez Gene Name**= Entrez extended gene name, **Location**=sub-cellular localization annotation, **Type**(s) = type of protein.

# Table D. List of genes associated to morphology used in IPA.

| **Symbol** | **Entrez ID** | **Log 2 FC** | **FDR** | **Entrez Gene Name** | **Location** | **Type(s)** |
| --- | --- | --- | --- | --- | --- | --- |
| *CHMP7* | 541288 | -0.283 | 0.1 | charged multivesicular body protein 7 | Cytoplasm | transporter |
| *HEY2* | 538619 | -0.358 | 0.044 | hes related family bHLH transcription factor with YRPW motif 2 | Nucleus | transcription regulator |
| *LAMB2* | 520167 | -0.235 | 0.056 | laminin subunit beta 2 | Extracellular Space | enzyme |
| *Mkrn1* | 514986 | -0.272 | 0.045 | makorin ring finger protein 1 | Plasma Membrane | enzyme |
| *MX1* | 280872 | 0.33 | 0.044 | MX dynamin like GTPase 1 | Cytoplasm | enzyme |
| *OAS1* | 654488 | 0.28 | 0.098 | 2'-5'-oligoadenylate synthetase 1 | Cytoplasm | enzyme |
| *PARP14* | 540789 | 0.332 | 0.044 | poly(ADP-ribose) polymerase family member 14 | Cytoplasm | other |
| *RGN* | 280910 | -0.29 | 0.045 | regucalcin | Nucleus | enzyme |
| *STC1* | 338078 | 0.351 | 0.025 | stanniocalcin 1 | Extracellular Space | kinase |
| *TC2N* | 534419 | -0.297 | 0.008 | tandem C2 domains, nuclear | Nucleus | transporter |
| *TNFAIP6* | 493710 | -0.19 | 0.045 | TNF alpha induced protein 6 | Extracellular Space | other |
| *TXNDC11* | 513509 | -0.324 | 0.045 | thioredoxin domain containing 11 | Cytoplasm | enzyme |

**Symbol** = gene name (HGNC), **Entrez ID**= cattle Entrez ID, **Log2FC**=log 2 Fold Change identified for morphology, **FDR** = P Value adjusted (B-H correction), **Entrez Gene Name**= Entrez extended gene name , **Location**=sub-cellular localization annotation, **Type**(s) = type of protein.

# Table E. Genes significantly related to BL rate

| Associated Gene Name | log2 FC | SE | stat | P value | FDR |
| --- | --- | --- | --- | --- | --- |
| *RPS26 (paralogue)* | -0.57 | 0.05 | -10.59 | 3.28E-26 | 3.39E-22 |
| *ODF2L* | 0.31 | 0.06 | 5.12 | 3.00E-07 | 6.96E-04 |
| *TMOD1* | 0.29 | 0.06 | 4.65 | 3.38E-06 | 4.63E-03 |
| *BEX2* | -0.29 | 0.06 | -5.10 | 3.36E-07 | 6.96E-04 |
| *SUGCT* | -0.29 | 0.06 | -4.58 | 4.59E-06 | 5.28E-03 |
| *FBXL7* | -0.29 | 0.06 | -4.63 | 3.58E-06 | 4.63E-03 |
| *BCAT2* | -0.27 | 0.06 | -4.42 | 9.93E-06 | 9.34E-03 |
| *RGN* | -0.27 | 0.05 | -4.89 | 1.01E-06 | 1.74E-03 |
| *HEY2* | -0.27 | 0.06 | -4.27 | 1.94E-05 | 1.44E-02 |
| *TXNDC11* | -0.26 | 0.06 | -4.54 | 5.71E-06 | 5.91E-03 |
| *DUSP7* | -0.26 | 0.06 | -4.11 | 3.90E-05 | 2.00E-02 |
| *OAT* | -0.26 | 0.06 | -4.11 | 4.02E-05 | 2.00E-02 |
| *ARHGAP28* | 0.26 | 0.06 | 4.06 | 4.87E-05 | 2.00E-02 |
| *EPSTI1* | 0.25 | 0.06 | 4.07 | 4.75E-05 | 2.00E-02 |
| *BTBD7* | -0.25 | 0.04 | -6.08 | 1.17E-09 | 4.03E-06 |
| *MS4A8* | -0.25 | 0.06 | -4.22 | 2.48E-05 | 1.71E-02 |
| *ARHGAP18* | -0.25 | 0.06 | -4.01 | 6.05E-05 | 2.32E-02 |
| *CTSL ** | 0.24 | 0.06 | 3.81 | 1.38E-04 | 4.07E-02 |
| *SLC25A28* | -0.24 | 0.06 | -4.10 | 4.06E-05 | 2.00E-02 |
| *IRF9* | 0.24 | 0.06 | 4.07 | 4.75E-05 | 2.00E-02 |
| *TMEM254* | -0.24 | 0.06 | -3.88 | 1.06E-04 | 3.43E-02 |
| *DHRS12* | -0.24 | 0.06 | -3.75 | 1.74E-04 | 4.65E-02 |
| *CHCHD10* | -0.24 | 0.06 | -3.86 | 1.14E-04 | 3.57E-02 |
| *CASQ1* | -0.23 | 0.06 | -3.78 | 1.59E-04 | 4.57E-02 |
| *SLMAP* | -0.23 | 0.05 | -4.29 | 1.76E-05 | 1.40E-02 |
| *GADD45A* | 0.23 | 0.06 | 3.93 | 8.46E-05 | 2.92E-02 |
| *ITGB5* | -0.23 | 0.06 | -3.73 | 1.90E-04 | 4.65E-02 |
| *TNFAIP6 ** | -0.23 | 0.04 | -6.12 | 9.08E-10 | 4.03E-06 |
| *PAPPA* | -0.22 | 0.06 | -3.95 | 7.70E-05 | 2.85E-02 |
| *MAOA* | -0.22 | 0.06 | -3.77 | 1.64E-04 | 4.59E-02 |
| *C7orf60* | -0.22 | 0.05 | -4.11 | 3.90E-05 | 2.00E-02 |
| *FIBIN ** | -0.22 | 0.06 | -3.73 | 1.94E-04 | 4.65E-02 |
| *Mx1* | 0.22 | 0.06 | 3.73 | 1.92E-04 | 4.65E-02 |
| *CHMP7* | -0.21 | 0.05 | -3.91 | 9.20E-05 | 3.07E-02 |
| *ADAM17* | -0.21 | 0.05 | -4.05 | 5.02E-05 | 2.00E-02 |
| *ADIPOR2* | -0.21 | 0.06 | -3.71 | 2.10E-04 | 4.84E-02 |
| *IFNAR2 ** | 0.20 | 0.05 | 3.73 | 1.89E-04 | 4.65E-02 |
| *STC1 ** | 0.20 | 0.05 | 3.72 | 1.98E-04 | 4.65E-02 |
| *MEX3C* | -0.19 | 0.05 | -4.09 | 4.29E-05 | 2.00E-02 |
| *TNKS* | -0.19 | 0.05 | -3.75 | 1.76E-04 | 4.65E-02 |
| *CLMN* | -0.19 | 0.05 | -3.85 | 1.20E-04 | 3.64E-02 |
| *JADE3* | -0.18 | 0.04 | -4.38 | 1.18E-05 | 1.02E-02 |
| *GOT1* | -0.18 | 0.04 | -4.09 | 4.40E-05 | 2.00E-02 |
| *PRSS23 ** | -0.17 | 0.04 | -3.94 | 8.00E-05 | 2.86E-02 |
| *RDH14* | -0.17 | 0.04 | -4.07 | 4.62E-05 | 2.00E-02 |

Genes significantly correlated with BL rate. **Log2 FC**: amount of doubling in gene expression level for each 20% increase in BL rate, **SE**: standard error associated with the log2foldchange, **stat**: Wald statistic**, P value**: nominal P value associated to the estimate, **FDR**: BH adjustment for multiple testing.

The symbol * indicates genes whose protein products are localized in the extracellular space or secreted following GO term annotation in Uniprot

# Table F. Genes significantly related to Kinetic

| Associated Gene Name | Log 2FC | SE | stat | P value | FDR |
| --- | --- | --- | --- | --- | --- |
| *RPS26* | -0.97 | 0.10 | -9.79 | 1.29E-22 | 1.41E-18 |
| *STC1 ** | 0.65 | 0.11 | 5.73 | 1.03E-08 | 5.63E-05 |
| *Mx1* | 0.63 | 0.12 | 5.44 | 5.23E-08 | 1.90E-04 |
| *HEY2* | -0.52 | 0.12 | -4.44 | 9.17E-06 | 1.67E-02 |
| *CTSL ** | 0.51 | 0.12 | 4.25 | 2.15E-05 | 2.13E-02 |
| *EPSTI1* | 0.51 | 0.12 | 4.40 | 1.07E-05 | 1.67E-02 |
| *SUGCT* | -0.50 | 0.12 | -4.23 | 2.39E-05 | 2.17E-02 |
| *PARP14* | 0.49 | 0.11 | 4.42 | 9.77E-06 | 1.67E-02 |
| *TXNDC11* | -0.49 | 0.11 | -4.35 | 1.33E-05 | 1.81E-02 |
| *USP18* | 0.48 | 0.12 | 4.16 | 3.23E-05 | 2.48E-02 |
| *TMOD1* | 0.48 | 0.12 | 4.01 | 6.05E-05 | 3.24E-02 |
| *GPRC5B ** | 0.48 | 0.12 | 4.00 | 6.41E-05 | 3.24E-02 |
| *TMOD2* | 0.48 | 0.12 | 3.97 | 7.21E-05 | 3.40E-02 |
| *PTPN13* | -0.22 | 0.12 | -3.96 | 0.00 | 3.40E-02 |
| *CHCHD10* | -0.47 | 0.12 | -4.02 | 5.92E-05 | 3.24E-02 |
| *DDX58* | 0.47 | 0.12 | 3.95 | 7.97E-05 | 3.40E-02 |
| *DHRS12* | -0.47 | 0.12 | -3.89 | 1.01E-04 | 3.81E-02 |
| *FBXL7* | -0.47 | 0.12 | -3.91 | 9.34E-05 | 3.63E-02 |
| *OAS1* | 0.46 | 0.11 | 4.32 | 1.53E-05 | 1.85E-02 |
| *SLC25A28* | -0.44 | 0.11 | -3.92 | 8.86E-05 | 3.57E-02 |
| *RGN* | -0.43 | 0.10 | -4.21 | 2.60E-05 | 2.18E-02 |
| *BEX2* | -0.42 | 0.10 | -4.04 | 5.24E-05 | 3.17E-02 |
| *SLMAP* | -0.41 | 0.11 | -3.86 | 1.14E-04 | 4.13E-02 |
| *BTBD7* | -0.40 | 0.09 | -4.29 | 1.75E-05 | 1.90E-02 |
| *TNKS* | -0.39 | 0.09 | -4.14 | 3.41E-05 | 2.48E-02 |
| *TC2N* | -0.36 | 0.09 | -4.07 | 4.62E-05 | 3.14E-02 |
| *SH3D19* | -0.35 | 0.09 | -3.99 | 6.54E-05 | 3.24E-02 |
| *TNFAIP6 ** | -0.33 | 0.07 | -4.89 | 1.03E-06 | 2.80E-03 |
| *JADE3* | -0.33 | 0.08 | -4.06 | 4.95E-05 | 3.17E-02 |
| *RSPRY1 ** | -0.31 | 0.08 | -3.94 | 8.11E-05 | 3.40E-02 |

Genes significantly correlated with kinetic. **Log2 FC**: amount of doubling in gene expression level for an increase of 1 unit in Kinetic score, **SE**: standard error associated with the log2foldchange, **stat**: Wald statistic, **P value**: nominal P value associated to the estimate, **FDR**: BH adjustment for multiple testing.

The symbol * indicates genes whose protein products are localized in the extracellular space or secreted following GO term annotation in Uniprot.

# Table G. Genes significantly related to Morphology

| Associated Gene Name | log2 FC | SE | stat | P Value | FDR |
| --- | --- | --- | --- | --- | --- |
| *HEY2* | -0.36 | 0.08 | -4.29 | 1.82E-05 | 4.40E-02 |
| *STC1** | 0.35 | 0.08 | 4.51 | 6.49E-06 | 2.47E-02 |
| *PARP14* | 0.33 | 0.08 | 4.19 | 2.75E-05 | 4.40E-02 |
| *Mx1* | 0.33 | 0.08 | 4.18 | 2.89E-05 | 4.40E-02 |
| *TXNDC11* | -0.32 | 0.08 | -4.02 | 5.81E-05 | 4.50E-02 |
| *TC2N* | -0.30 | 0.06 | -4.88 | 1.06E-06 | 8.10E-03 |
| *RGN* | -0.29 | 0.07 | -4.04 | 5.32E-05 | 4.50E-02 |
| *BEX2* | -0.28 | 0.07 | -4.03 | 5.64E-05 | 4.50E-02 |
| *MKRN1* | -0.27 | 0.07 | -4.08 | 4.57E-05 | 4.50E-02 |
| *TNFAIP6** | -0.19 | 0.05 | -4.02 | 5.91E-05 | 4.50E-02 |

Genes significantly correlated with Morphology. **Log2 FC**: amount of doubling in gene expression level for an increase of 1 unit in Morphology score, **SE**: standard error associated with the log2foldchange, **stat**: Wald statistic, **P value**: nominal P value associated to the estimate, **FDR**: BH adjustment for multiple testing.

The symbol * indicates genes whose protein products are localized in the extracellular space or secreted following GO term annotation in Uniprot.

# Table H. Comparison of the regression coefficient obtained for IVP scores with the differential expression profile obtained from comparison of healthy follicles to small atretic follicles (Hatzirodos et al. 2014b).

The first three columns **BL rate FC**, **Kinetic FC** and **Morphology FC** are the regression coefficient obtained in our analysis, **FC** is the FC observed in (Hatzirodos et al. 2014b) and **trend** indicates the direction of the FC, U stands for up-regulated and D for down-regulated in small atretic follicles respect to healthy follicles. The red color indicates that the expression trend in IVP scores is up-regulated as in the (Hatzirodos et al. 2014b), green color indicates that the expression in our result is down-regulated as in the (Hatzirodos et al. 2014b), yellow is used when our results showed opposite behavior from (Hatzirodos et al. 2014b).

# Table I. Comparison of the regression coefficient obtained for IVP scores with the differential expression profile obtained from comparison of small antral follicles against big antral follicles (Hatzirodos et al. 2014a).

The first three columns **BL rate FC**, **Kinetic FC** and **Morphology FC** are the regression coefficients obtained in our analysis, **FC** is FC observed in (Hatzirodos et al. 2014a) and **trend** indicates the direction of the FC, U stands for up-regulated and D for down-regulated in big antral follicles respect to small antral follicles. The red color indicates that the expression trend in IVP scores is up-regulated as in (Hatzirodos et al. 2014a), green color indicates that the expression in our result is down-regulated as in (Hatzirodos et al. 2014a), yellow is used when our results showed opposite behavior from (Hatzirodos et al. 2014a).

# Table J. GSEA enrichment using KEGG database for negative enrichment scores for BL rate.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| KEGG CELL CYCLE | 105.00 | -0.44 | -1.86 | 0.00E+00 | 6.7E-02 |
| KEGG PROGESTERONE MEDIATED OOCYTE MATURATION | 61.00 | -0.48 | -1.82 | 0.00E+00 | 4.7E-02 |
| KEGG N GLYCAN BIOSYNTHESIS | 38.00 | -0.49 | -1.74 | 3.55E-03 | 7.2E-02 |
| KEGG GLYCOLYSIS GLUCONEOGENESIS | 31.00 | -0.53 | -1.74 | 3.54E-03 | 5.5E-02 |
| KEGG OOCYTE MEIOSIS | 79.00 | -0.43 | -1.71 | 0.00E+00 | 5.5E-02 |
| KEGG DNA REPLICATION | 32.00 | -0.51 | -1.66 | 5.73E-03 | 7.7E-02 |
| KEGG HOMOLOGOUS RECOMBINATION | 24.00 | -0.52 | -1.63 | 1.04E-02 | 9.4E-02 |
| KEGG TYROSINE METABOLISM | 19.00 | -0.56 | -1.62 | 2.56E-02 | 8.7E-02 |
| KEGG GALACTOSE METABOLISM | 17.00 | -0.54 | -1.53 | 4.10E-02 | 1.7E-01 |
| KEGG FRUCTOSE AND MANNOSE METABOLISM | 28.00 | -0.48 | -1.52 | 1.94E-02 | 1.6E-01 |
| KEGG DRUG METABOLISM OTHER ENZYMES | 15.00 | -0.55 | -1.51 | 4.53E-02 | 1.6E-01 |
| KEGG PENTOSE PHOSPHATE PATHWAY | 20.00 | -0.51 | -1.50 | 4.29E-02 | 1.6E-01 |
| KEGG BIOSYNTHESIS OF UNSATURATED FATTY ACIDS | 15.00 | -0.53 | -1.46 | 6.36E-02 | 2.0E-01 |

KEGG entries are considered suggestive at FDR <25%. **Name:** name of the KEGG gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table K. GSEA enrichment using KEGG database for positive enrichment scores for BL rate.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| KEGG RIBOSOME | 45 | 0.62 | 2.34 | 0.00E+00 | 0.00E+00 |
| KEGG PATHOGENIC ESCHERICHIA COLI INFECTION | 39 | 0.56 | 2.01 | 0.00E+00 | 4.76E-03 |
| KEGG VIRAL MYOCARDITIS | 22 | 0.54 | 1.70 | 4.38E-03 | 1.35E-01 |
| KEGG CYTOKINE CYTOKINE RECEPTOR INTERACTION | 54 | 0.43 | 1.65 | 2.38E-03 | 1.54E-01 |
| KEGG CELL ADHESION MOLECULES CAMS | 37 | 0.46 | 1.63 | 7.25E-03 | 1.53E-01 |
| KEGG COMPLEMENT AND COAGULATION CASCADES | 20 | 0.51 | 1.57 | 3.15E-02 | 2.02E-01 |

KEGG entries are considered suggestive at FDR <25%. **Name:** name of the KEGG gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table L. GSEA enrichment using KEGG database for positive enrichment scores for Kinetic.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| KEGG_PATHOGENIC_ESCHERICHIA_COLI_INFECTION | 39 | 0.65 | 2.38 | 0.00E+00 | 0.00E+00 |
| KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION | 54 | 0.51 | 2.02 | 0.00E+00 | 7.60E-03 |
| KEGG_CELL_ADHESION_MOLECULES_CAMS | 37 | 0.54 | 1.97 | 0.00E+00 | 1.00E-02 |
| KEGG_SPLICEOSOME | 110 | 0.43 | 1.95 | 0.00E+00 | 9.33E-03 |
| KEGG_SYSTEMIC_LUPUS_ERYTHEMATOSUS | 40 | 0.52 | 1.95 | 0.00E+00 | 8.24E-03 |
| KEGG_DNA_REPLICATION | 32 | 0.55 | 1.92 | 2.32E-03 | 1.13E-02 |
| KEGG_VIRAL_MYOCARDITIS | 22 | 0.58 | 1.81 | 9.43E-03 | 2.25E-02 |
| KEGG_HEMATOPOIETIC_CELL_LINEAGE | 20 | 0.59 | 1.81 | 0.00E+00 | 1.97E-02 |
| KEGG_RIG_I_LIKE_RECEPTOR_SIGNALING_PATHWAY | 41 | 0.49 | 1.80 | 0.00E+00 | 1.96E-02 |
| KEGG_COMPLEMENT_AND_COAGULATION_CASCADES | 20 | 0.57 | 1.76 | 4.47E-03 | 2.78E-02 |
| KEGG_CYTOSOLIC_DNA_SENSING_PATHWAY | 29 | 0.52 | 1.76 | 2.33E-03 | 2.67E-02 |
| KEGG_LEUKOCYTE_TRANSENDOTHELIAL_MIGRATION | 53 | 0.43 | 1.71 | 2.38E-03 | 4.14E-02 |
| KEGG_ANTIGEN_PROCESSING_AND_PRESENTATION | 30 | 0.50 | 1.70 | 1.58E-02 | 4.11E-02 |
| KEGG_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY | 43 | 0.45 | 1.67 | 5.18E-03 | 4.71E-02 |
| KEGG_ECM_RECEPTOR_INTERACTION | 44 | 0.44 | 1.65 | 1.17E-02 | 5.11E-02 |
| KEGG_LEISHMANIA_INFECTION | 33 | 0.46 | 1.63 | 1.62E-02 | 5.75E-02 |
| KEGG_ARRHYTHMOGENIC_RIGHT_VENTRICULAR_CARDIOMYOPATHY_ARVC | 33 | 0.44 | 1.58 | 1.56E-02 | 7.82E-02 |
| KEGG_CYSTEINE_AND_METHIONINE_METABOLISM | 27 | 0.47 | 1.58 | 2.99E-02 | 7.78E-02 |
| KEGG_REGULATION_OF_ACTIN_CYTOSKELETON | 126 | 0.32 | 1.47 | 7.58E-03 | 1.62E-01 |
| KEGG_FATTY_ACID_METABOLISM | 30 | 0.41 | 1.44 | 5.05E-02 | 1.91E-01 |
| KEGG_P53_SIGNALING_PATHWAY | 51 | 0.37 | 1.44 | 3.76E-02 | 1.85E-01 |
| KEGG_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY | 56 | 0.35 | 1.42 | 3.05E-02 | 1.92E-01 |
| KEGG_MAPK_SIGNALING_PATHWAY | 151 | 0.30 | 1.41 | 1.20E-02 | 1.92E-01 |
| KEGG_GAP_JUNCTION | 52 | 0.36 | 1.41 | 4.16E-02 | 1.86E-01 |
| KEGG_NOD_LIKE_RECEPTOR_SIGNALING_PATHWAY | 32 | 0.40 | 1.36 | 8.39E-02 | 2.42E-01 |
| KEGG_FOCAL_ADHESION | 125 | 0.30 | 1.36 | 1.69E-02 | 2.43E-01 |

KEGG entries are considered suggestive at FDR <25%. **Name:** name of the KEGG gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table M. GSEA enrichment using KEGG database for positive enrichment scores for Morphology.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| KEGG_DNA_REPLICATION | 32 | 0.68 | 2.39 | 0.00E+00 | 0.00E+00 |
| KEGG_PATHOGENIC_ESCHERICHIA_COLI_INFECTION | 39 | 0.63 | 2.27 | 0.00E+00 | 0.00E+00 |
| KEGG_CYTOKINE_CYTOKINE_RECEPTOR_INTERACTION | 54 | 0.52 | 2.12 | 0.00E+00 | 2.08E-03 |
| KEGG_ANTIGEN_PROCESSING_AND_PRESENTATION | 30 | 0.60 | 2.05 | 0.00E+00 | 3.12E-03 |
| KEGG_SYSTEMIC_LUPUS_ERYTHEMATOSUS | 40 | 0.54 | 1.98 | 0.00E+00 | 5.43E-03 |
| KEGG_HEMATOPOIETIC_CELL_LINEAGE | 20 | 0.62 | 1.96 | 0.00E+00 | 4.79E-03 |
| KEGG_NATURAL_KILLER_CELL_MEDIATED_CYTOTOXICITY | 43 | 0.51 | 1.93 | 0.00E+00 | 8.36E-03 |
| KEGG_CYSTEINE_AND_METHIONINE_METABOLISM | 27 | 0.57 | 1.90 | 8.99E-03 | 9.31E-03 |
| KEGG_RIG_I_LIKE_RECEPTOR_SIGNALING_PATHWAY | 41 | 0.50 | 1.88 | 0.00E+00 | 9.69E-03 |
| KEGG_CELL_ADHESION_MOLECULES_CAMS | 37 | 0.50 | 1.85 | 2.35E-03 | 1.16E-02 |
| KEGG_SPLICEOSOME | 110 | 0.40 | 1.84 | 0.00E+00 | 1.18E-02 |
| KEGG_LEUKOCYTE_TRANSENDOTHELIAL_MIGRATION | 53 | 0.44 | 1.76 | 0.00E+00 | 2.69E-02 |
| KEGG_CYTOSOLIC_DNA_SENSING_PATHWAY | 29 | 0.50 | 1.72 | 9.28E-03 | 3.80E-02 |
| KEGG_TOLL_LIKE_RECEPTOR_SIGNALING_PATHWAY | 56 | 0.43 | 1.69 | 0.00E+00 | 4.36E-02 |
| KEGG_AMINO_SUGAR_AND_NUCLEOTIDE_SUGAR_METABOLISM | 38 | 0.45 | 1.65 | 4.45E-03 | 6.08E-02 |
| KEGG_VIRAL_MYOCARDITIS | 22 | 0.50 | 1.63 | 2.16E-02 | 6.62E-02 |
| KEGG_P53_SIGNALING_PATHWAY | 51 | 0.41 | 1.54 | 2.16E-02 | 1.16E-01 |
| KEGG_NOD_LIKE_RECEPTOR_SIGNALING_PATHWAY | 32 | 0.43 | 1.53 | 2.10E-02 | 1.19E-01 |
| KEGG_COMPLEMENT_AND_COAGULATION_CASCADES | 20 | 0.50 | 1.53 | 2.82E-02 | 1.16E-01 |
| KEGG_MISMATCH_REPAIR | 21 | 0.48 | 1.52 | 3.32E-02 | 1.18E-01 |
| KEGG_LYSOSOME | 97 | 0.34 | 1.51 | 1.62E-02 | 1.24E-01 |
| KEGG_GAP_JUNCTION | 52 | 0.38 | 1.50 | 1.36E-02 | 1.20E-01 |
| KEGG_GLYCINE_SERINE_AND_THREONINE_METABOLISM | 17 | 0.50 | 1.49 | 7.22E-02 | 1.28E-01 |
| KEGG_SELENOAMINO_ACID_METABOLISM | 18 | 0.49 | 1.47 | 5.29E-02 | 1.38E-01 |
| KEGG_BUTANOATE_METABOLISM | 22 | 0.46 | 1.46 | 7.36E-02 | 1.51E-01 |
| KEGG_NUCLEOTIDE_EXCISION_REPAIR | 39 | 0.40 | 1.45 | 3.16E-02 | 1.48E-01 |
| KEGG_MAPK_SIGNALING_PATHWAY | 151 | 0.30 | 1.44 | 9.88E-03 | 1.53E-01 |
| KEGG_PROTEASOME | 39 | 0.38 | 1.42 | 4.66E-02 | 1.66E-01 |
| KEGG_BASE_EXCISION_REPAIR | 32 | 0.40 | 1.42 | 5.99E-02 | 1.62E-01 |
| KEGG_LEISHMANIA_INFECTION | 33 | 0.41 | 1.42 | 5.47E-02 | 1.59E-01 |
| KEGG_ECM_RECEPTOR_INTERACTION | 44 | 0.38 | 1.41 | 3.71E-02 | 1.67E-01 |
| KEGG_DILATED_CARDIOMYOPATHY | 31 | 0.40 | 1.40 | 6.72E-02 | 1.64E-01 |
| KEGG_REGULATION_OF_ACTIN_CYTOSKELETON | 126 | 0.29 | 1.36 | 2.81E-02 | 2.03E-01 |
| KEGG_ARRHYTHMOGENIC_RIGHT_VENTRICULAR_CARDIOMYOPATHY_ARVC | 33 | 0.38 | 1.35 | 9.73E-02 | 2.10E-01 |
| KEGG_FC_GAMMA_R_MEDIATED_PHAGOCYTOSIS | 62 | 0.33 | 1.34 | 5.68E-02 | 2.18E-01 |

KEGG entries are considered suggestive at FDR <25%. **Name:** name of the KEGG gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table N. GSEA enrichment using GO terms for positive enrichment scores for BL rate.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| STRUCTURAL_CONSTITUENT_OF_RIBOSOME | 46 | 0.57 | 2.13 | 0.00E+00 | 9.26E-03 |
| RNA_BINDING | 185 | 0.42 | 2.00 | 0.00E+00 | 3.54E-02 |
| RESPONSE_TO_VIRUS | 19 | 0.62 | 1.91 | 0.00E+00 | 7.48E-02 |
| STRUCTURAL_MOLECULE_ACTIVITY | 111 | 0.40 | 1.78 | 0.00E+00 | 2.11E-01 |

GO terms are considered suggestive at FDR <25%. **Name:** name of the GO term of the gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table O. GSEA enrichment using GO terms for negative enrichment scores for BL rate.

| NAME | SIZE | ES | NES | NOM p-val | FDR q-val |
| --- | --- | --- | --- | --- | --- |
| M_PHASE | 87 | -0.53 | -2.14 | 0.00E+00 | 4.23E-03 |
| CELL_CYCLE_PROCESS | 150 | -0.48 | -2.14 | 0.00E+00 | 2.11E-03 |
| MITOSIS | 67 | -0.54 | -2.13 | 0.00E+00 | 1.41E-03 |
| M_PHASE_OF_MITOTIC_CELL_CYCLE | 70 | -0.54 | -2.12 | 0.00E+00 | 1.06E-03 |
| SPINDLE | 34 | -0.63 | -2.11 | 0.00E+00 | 8.45E-04 |
| CELL_CYCLE_PHASE | 131 | -0.48 | -2.10 | 0.00E+00 | 1.24E-03 |
| MITOTIC_CELL_CYCLE | 124 | -0.48 | -2.07 | 0.00E+00 | 2.28E-03 |
| REGULATION_OF_MITOSIS | 29 | -0.60 | -1.90 | 0.00E+00 | 2.87E-02 |
| MICROTUBULE_CYTOSKELETON_ORGANIZATION_AND_BIOGENESIS | 30 | -0.57 | -1.84 | 1.82E-03 | 5.66E-02 |
| CELLULAR_PROTEIN_CATABOLIC_PROCESS | 53 | -0.49 | -1.82 | 0.00E+00 | 6.67E-02 |
| CELL_CYCLE_GO_0007049 | 244 | -0.37 | -1.73 | 0.00E+00 | 1.44E-01 |
| LIPID_BIOSYNTHETIC_PROCESS | 71 | -0.44 | -1.73 | 3.50E-03 | 1.40E-01 |
| SPINDLE_POLE | 16 | -0.61 | -1.72 | 9.23E-03 | 1.33E-01 |
| KINASE_BINDING | 51 | -0.46 | -1.72 | 0.00E+00 | 1.35E-01 |
| ALCOHOL_METABOLIC_PROCESS | 51 | -0.47 | -1.70 | 5.45E-03 | 1.48E-01 |
| PROTEIN_UBIQUITINATION | 37 | -0.49 | -1.69 | 3.60E-03 | 1.46E-01 |
| MICROTUBULE_CYTOSKELETON | 126 | -0.39 | -1.68 | 1.64E-03 | 1.60E-01 |
| OXIDOREDUCTASE_ACTIVITY_ACTING_ON_NADH_OR_NADPH | 16 | -0.59 | -1.67 | 1.48E-02 | 1.65E-01 |
| CELLULAR_MACROMOLECULE_CATABOLIC_PROCESS | 84 | -0.41 | -1.66 | 1.70E-03 | 1.71E-01 |
| PROTEIN_CATABOLIC_PROCESS | 59 | -0.43 | -1.65 | 3.68E-03 | 1.73E-01 |
| CHROMOSOMEPERICENTRIC_REGION | 25 | -0.51 | -1.62 | 1.06E-02 | 2.13E-01 |
| G1_S_TRANSITION_OF_MITOTIC_CELL_CYCLE | 21 | -0.54 | -1.62 | 1.93E-02 | 2.20E-01 |
| EMBRYONIC_DEVELOPMENT | 24 | -0.51 | -1.61 | 1.29E-02 | 2.16E-01 |
| PROTEIN_MODIFICATION_BY_SMALL_PROTEIN_CONJUGATION | 40 | -0.47 | -1.61 | 1.23E-02 | 2.20E-01 |
| INTERPHASE | 55 | -0.43 | -1.60 | 1.18E-02 | 2.22E-01 |
| SISTER_CHROMATID_SEGREGATION | 15 | -0.58 | -1.58 | 2.68E-02 | 2.49E-01 |
| STEROID_METABOLIC_PROCESS | 29 | -0.48 | -1.58 | 2.48E-02 | 2.49E-01 |
| CELLULAR_LIPID_METABOLIC_PROCESS | 149 | -0.36 | -1.57 | 1.71E-03 | 2.42E-01 |

GO terms are considered suggestive at FDR <25%. **Name:** name of the GO term of the gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table P. GSEA enrichment using GO terms for positive enrichment scores for Kinetic.

GO terms are considered suggestive at FDR <25%. **Name:** name of the GO term of the gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table Q. GSEA enrichment using GO terms for positive enrichment scores for Morphology.

GO terms are considered suggestive at FDR <25%. **Name:** name of the GO term of the gene set enriched, **Size**: total number of genes in the gene set, **ES:** Enrichment Score, **NES:** Normalized Enrichment Score, **NOM p-val** = nominal P value, **FDR q-val:** False Discovery Rate associated with the entry.

# Table R. IPA overrepresented molecular and cellular processes for BL rate

| **Category** | **B-H p-value** | **Molecules** |
| --- | --- | --- |
| Cellular Growth and Proliferation | 4.52E-02-1.06E-01 | *PTGFR,ADAM17,FBXL7,MX1,PRPF8,KIAA2022,TRIB1,NOTCH2,TNKS,GADD45A,CASQ1,NTRK1,CLMN,HEY2,ZFHX3,PAPPA,TNFAIP6,ERAP1,IFNAR2,P3H2,STC1,CTSL,RND3,DDX58,RGN,ADIPOR2,TMOD1,APOD,MAOA* |
| Cellular Development | 4.52E-02-1.14E-01 | *PTGFR,PAPPA,ADAM17,MEX3C,TNFAIP6,IL17RD,KIAA2022,STC1,TRIB1,TNKS,NOTCH2,RND3,RDH14,CASQ1,DDX58,NTRK1,RGN,DUSP7,BTBD7,HEY2,TMOD1,ITGB5,ZFHX3,MAOA,APOD* |
| Amino Acid Metabolism | 4.52E-02-8.21E-02 | *BCAT2,OAT,RGN,GOT1* |
| Gene Expression | 4.52E-02-1.06E-01 | *PTGFR,NOTCH2,BCAT2,GADD45A,DDX58,IRF9* |
| Cell Death and Survival | 4.52E-02-1.14E-01 | *PTGFR,ADAM17,MX1,IL17RD,PRPF8,IRF9,IFNAR2,STC1,TRIB1,TNKS,NOTCH2,CTSL,GADD45A,RND3,ARHGAP18,NTRK1,DDX58,SLC25A28,RGN,ITGB5,MAOA* |
| Carbohydrate Metabolism | 4.52E-02-1.14E-01 | *PTGFR,TNFAIP6,NTRK1,RGN,GOT1,APOD* |
| Cell Cycle | 4.52E-02-9.96E-02 | *TNKS,NOTCH2,FBXL7,ARHGAP18,GADD45A,NTRK1,IRF9* |
| Cell Morphology | 4.52E-02-1.06E-01 | *PTGFR,TRIB1,ADAM17,GADD45A,OAT,DDX58,NTRK1,SLC25A28,HEY2,TMOD1,MAOA* |
| Cell-To-Cell Signaling and Interaction | 4.52E-02-1.14E-01 | *DDX58,NTRK1,HEY2,ADIPOR2,ITGB5,MAOA* |
| Cellular Assembly and Organization | 4.52E-02-1.15E-01 | *STC1,TNKS,RND3,ARHGAP18,GADD45A,CASQ1,NTRK1,SLC25A28,TMOD1,ITGB5,MAOA* |
| Cellular Function and Maintenance | 4.52E-02-1.15E-01 | *NOTCH2,RND3,ARHGAP18,ERAP1,NTRK1,CASQ1,SLC25A28,HEY2,IFNAR2,TMOD1,ITGB5,MAOA,APOD* |
| Cellular Movement | 4.52E-02-1.14E-01 | *PAPPA,ADAM17,TNFAIP6,TRIB1,NOTCH2,CTSL,RND3,GADD45A,DDX58,NTRK1,RGN,BTBD7,HEY2,ITGB5,MAOA* |
| Drug Metabolism | 4.52E-02-9.65E-02 | *TNFAIP6,MAOA* |
| Energy Production | 4.52E-02-6.73E-02 | *STC1,MAOA* |
| Lipid Metabolism | 4.52E-02-1.11E-01 | *PTGFR,TRIB1,BCAT2,MX1,NTRK1,RGN,GOT1,ADIPOR2,APOD* |
| Molecular Transport | 4.52E-02-1.03E-01 | *STC1,PTGFR,TRIB1,BCAT2,NTRK1,RGN,ADIPOR2,MAOA,APOD* |
| Post-Translational Modification | 4.52E-02-1.17E-01 | *ADAM17,CTSL,ERAP1,OAT,MAOA* |
| RNA Post-Transcriptional Modification | 4.52E-02-4.52E-02 | *DDX58* |
| Small Molecule Biochemistry | 4.52E-02-1.14E-01 | *PTGFR,TNFAIP6,MX1,OAT,STC1,TRIB1,BCAT2,GADD45A,NTRK1,RGN,GOT1,ADIPOR2,APOD,MAOA* |
| DNA Replication, Recombination, and Repair | 5.49E-02-1.14E-01 | *NOTCH2,TNKS,GADD45A,NTRK1* |
| Cellular Compromise | 6.48E-02-1.01E-01 | *NOTCH2,CTSL,PRSS23,NTRK1,TMOD1* |
| Vitamin and Mineral Metabolism | 6.73E-02-6.73E-02 | *RGN* |
| Antigen Presentation | 7.9E-02-9.96E-02 | *CTSL,ERAP1* |
| Protein Synthesis | 7.9E-02-1.17E-01 | *ADAM17,CTSL,ERAP1* |
| Nucleic Acid Metabolism | 8.21E-02-8.21E-02 | *GADD45A* |
| Free Radical Scavenging | 8.85E-02-1.01E-01 | *STC1,PTGFR,PRSS23,RND3,MAOA* |
| Protein Degradation | 1.11E-01-1.17E-01 | *ADAM17,CTSL,ERAP1* |

# Table S. IPA overrepresented molecular and cellular processes for Kinetic

| **Category** | **B-H p-value** | **Molecules** |
| --- | --- | --- |
| Cellular Development | 2.62E-02-1.02E-01 | *OSTM1,STC1,PTGFR,GPRC5B,USP18,TNKS,NOTCH2,TNFAIP6,DDX58,RGN,PRDM1,BTBD7,HEY2,ITGB5,PARP14* |
| Cellular Function and Maintenance | 2.62E-02-8.96E-02 | *USP18,OAS1,FBXL7,SH3BP2,STC1,OSTM1,GPRC5B,NOTCH2,CTSL,SLC25A28,RGN,PRDM1,HEY2,TMOD1,ITGB5* |
| Cellular Growth and Proliferation | 2.62E-02-1.02E-01 | *STC1,PTGFR,USP18,NOTCH2,TNKS,FBXL7,CTSL,TNFAIP6,MX1,DDX58,RGN,SH3BP2,PRDM1,HEY2* |
| Gene Expression | 2.62E-02-9.82E-02 | *PTGFR,OAS1,USP18,NOTCH2,DDX58,PRDM1,HEY2* |
| Carbohydrate Metabolism | 2.62E-02-1.02E-01 | *OSTM1,TNFAIP6,RGN* |
| Cell Death and Survival | 2.62E-02-9.73E-02 | *PTGFR,USP18,OAS1,MX1,SH3BP2,REV3L,OSTM1,STC1,TNKS,NOTCH2,CTSL,DDX58,SLC25A28,RGN,PRDM1,ITGB5,PARP14* |
| Cell Morphology | 2.62E-02-9.82E-02 | *STC1,OSTM1,DDX58,SLC25A28,RGN,PRDM1,REV3L,HEY2,TMOD1* |
| Cell-To-Cell Signaling and Interaction | 2.62E-02-1.04E-01 | *STC1,OSTM1,NOTCH2,CTSL,DDX58,SH3BP2,PRDM1,HEY2,TMOD1,ITGB5* |
| Cellular Assembly and Organization | 2.62E-02-9.73E-02 | *STC1,OSTM1,TNKS,FBXL7,CHCHD10,SLC25A28,CHMP7,TMOD1,ITGB5,TMOD2* |
| Drug Metabolism | 2.62E-02-7E-02 | *TNFAIP6* |
| Energy Production | 2.62E-02-2.62E-02 | *STC1* |
| Lipid Metabolism | 2.62E-02-9.15E-02 | *MX1,RGN* |
| Molecular Transport | 2.62E-02-1.02E-01 | *OSTM1,STC1,RGN* |
| RNA Post-Transcriptional Modification | 2.62E-02-2.62E-02 | *DDX58* |
| Small Molecule Biochemistry | 2.62E-02-9.82E-02 | *STC1,OAS1,CHCHD10,TNFAIP6,MX1,RGN* |
| Cell Signaling | 3.64E-02-8.96E-02 | *STC1,OAS1,MX1,RGN* |
| Cellular Compromise | 3.64E-02-1E-01 | *OSTM1,NOTCH2,FBXL7,CTSL,PRSS23,SH3BP2,REV3L,TMOD1* |
| DNA Replication, Recombination, and Repair | 3.64E-02-7.94E-02 | *TNKS,REV3L* |
| Post-Translational Modification | 3.64E-02-9.82E-02 | *TNKS,USP18,CTSL* |
| Protein Trafficking | 3.64E-02-3.64E-02 | *OSTM1* |
| Cell Cycle | 4.17E-02-9.53E-02 | *TNKS,NOTCH2,SH3BP2* |
| Cellular Movement | 4.17E-02-9.91E-02 | *STC1,NOTCH2,CTSL,TNFAIP6,DDX58,RGN,BTBD7,PRDM1,HEY2,ITGB5* |
| Protein Folding | 4.17E-02-4.17E-02 | *USP18* |
| Vitamin and Mineral Metabolism | 4.66E-02-8.96E-02 | *STC1,RGN* |
| Protein Synthesis | 5.56E-02-9.82E-02 | *CTSL,REV3L* |
| Protein Degradation | 7.66E-02-9.82E-02 | *CTSL* |
| Free Radical Scavenging | 8.4E-02-8.4E-02 | *PTGFR* |
| Nucleic Acid Metabolism | 9.82E-02-9.82E-02 | *OAS1,CHCHD10* |

# Table T. IPA overrepresented molecular and cellular processes for Morphology

| **Category** | **B-H p-value** | **Molecules** |
| --- | --- | --- |
| Cellular Development | 6.2E-03-7.33E-02 | *LAMB2,STC1,TNFAIP6,RGN,HEY2,PARP14* |
| Cellular Growth and Proliferation | 6.2E-03-7.33E-02 | *LAMB2,STC1,TNFAIP6,MX1,RGN,HEY2* |
| Cell Signaling | 6.2E-03-6.7E-02 | *STC1,OAS1,MX1,RGN* |
| Carbohydrate Metabolism | 6.2E-03-7.28E-02 | *OAS1,TNFAIP6,RGN* |
| Cell Death and Survival | 6.2E-03-4.76E-02 | *LAMB2,STC1,OAS1,MX1,RGN,PARP14* |
| Cell Morphology | 6.2E-03-7.28E-02 | *STC1,LAMB2,RGN,HEY2* |
| Cell-To-Cell Signaling and Interaction | 6.2E-03-7.12E-02 | *STC1,LAMB2,RGN,HEY2* |
| Cellular Assembly and Organization | 6.2E-03-4.72E-02 | *STC1,LAMB2* |
| Drug Metabolism | 6.2E-03-7.27E-02 | *STC1,TNFAIP6* |
| Energy Production | 6.2E-03-4.37E-02 | *STC1* |
| Lipid Metabolism | 6.2E-03-7.27E-02 | *STC1,MX1,RGN* |
| Molecular Transport | 6.2E-03-6.7E-02 | *STC1,MX1,RGN* |
| Small Molecule Biochemistry | 6.2E-03-7.28E-02 | *STC1,OAS1,TNFAIP6,MX1,RGN* |
| Vitamin and Mineral Metabolism | 1.48E-02-7.27E-02 | *STC1,MX1,RGN* |
| Cellular Function and Maintenance | 1.63E-02-4.83E-02 | *LAMB2,STC1,RGN,HEY2* |
| Cellular Movement | 1.63E-02-4.44E-02 | *STC1,TNFAIP6,RGN,HEY2* |
| Gene Expression | 3.34E-02-6.7E-02 | *OAS1,HEY2* |
| Free Radical Scavenging | 3.73E-02-5.97E-02 | *STC1* |
| Nucleic Acid Metabolism | 4.37E-02-4.37E-02 | *STC1* |
| Amino Acid Metabolism | 5.73E-02-5.73E-02 | *RGN* |

# Supplementary material for: Identification of potential biomarkers in donor cows for in vitro embryo production by granulosa cell transcriptomics
**Source:** PLoS One. 2017 Apr 12;12(4):e0175464. doi: 10.1371/journal.pone.0175464
**Supplement:** S2 File

# S2 File

# Identification of potential biomarkers in donor cows for *in vitro* embryo production by granulosa cell transcriptomics

**G. Mazzoni, S.M. Salleh, K. Freude, H.S. Pedersen, L. Stroebech, H. Callesen, P. Hyttel and H.N. Kadarmideen^*^**

This PDF includes:

**Supplementary Figures: A-D**

# Fig. A. Histogram of the statistics from the post-mapping quality control.

| 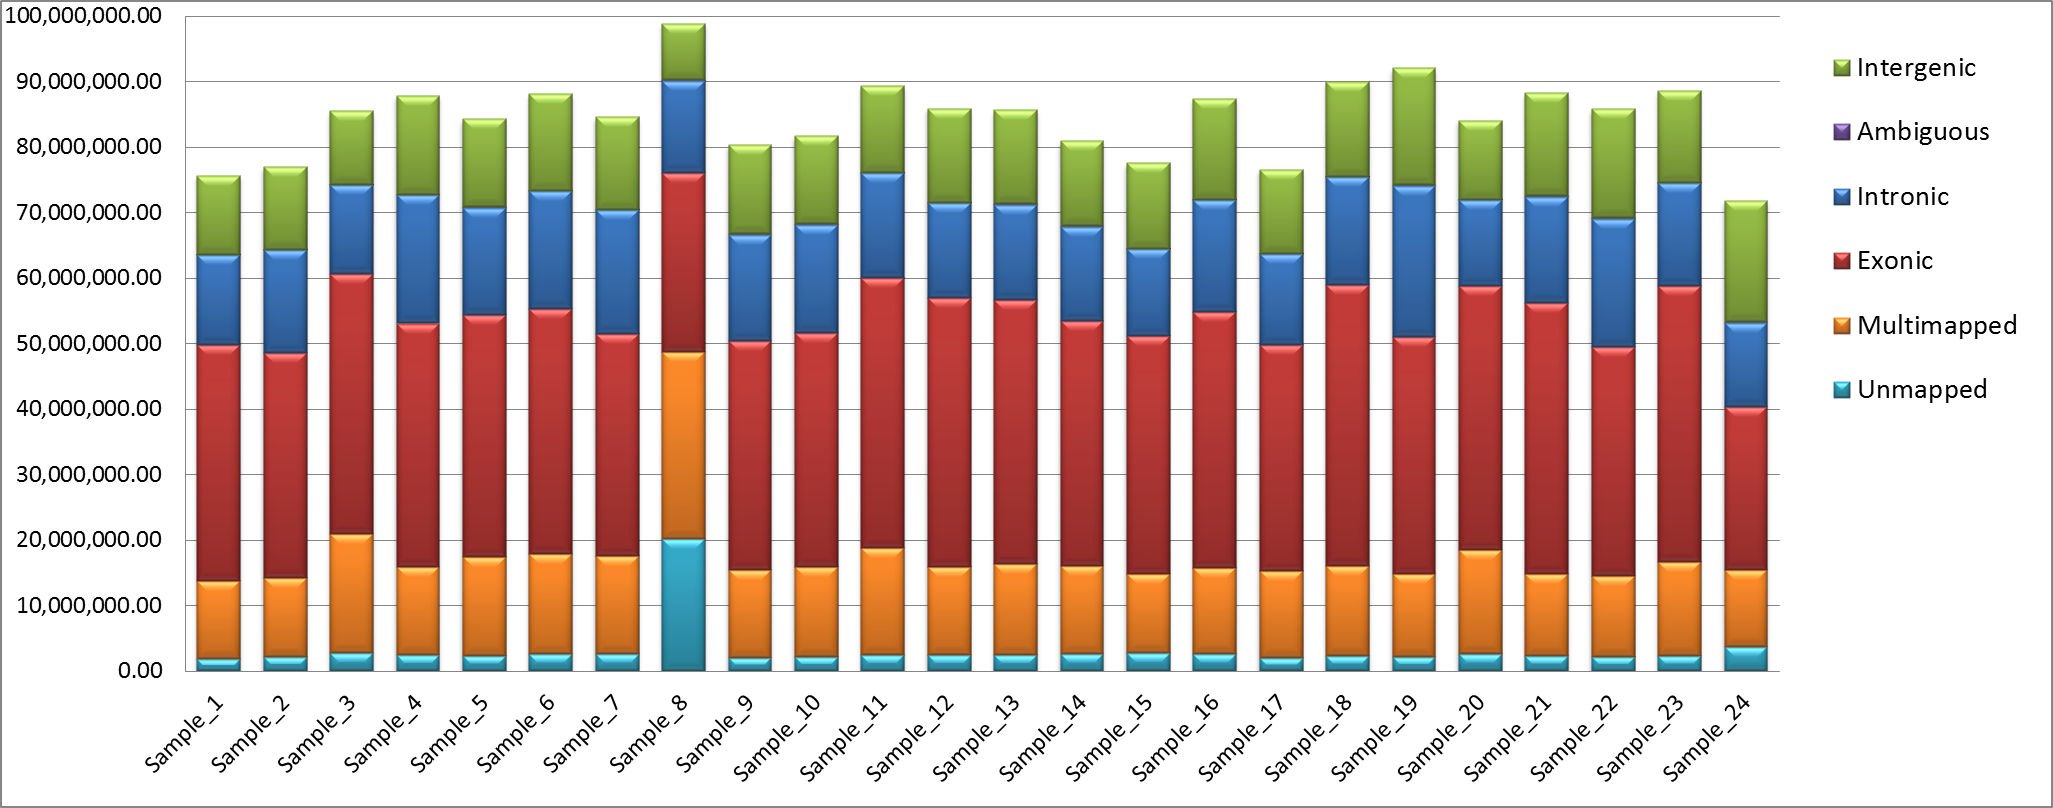 |
| --- |

Each column represents the total number of reads generated for each sample. The fractions of reads are represented in different colours: unmapped, multi-mapped, belonging to read pairs uniquely mapped to exonic, intergenic, intronic regions of the *Bos taurus* reference genome. Read pairs are classified as ambiguous when they map to both intronic and intergenic regions (statistics computed with *Qualimap v.2.0.2*).

# Fig. B. Preliminary analysis of the RNA samples (PCA).

| 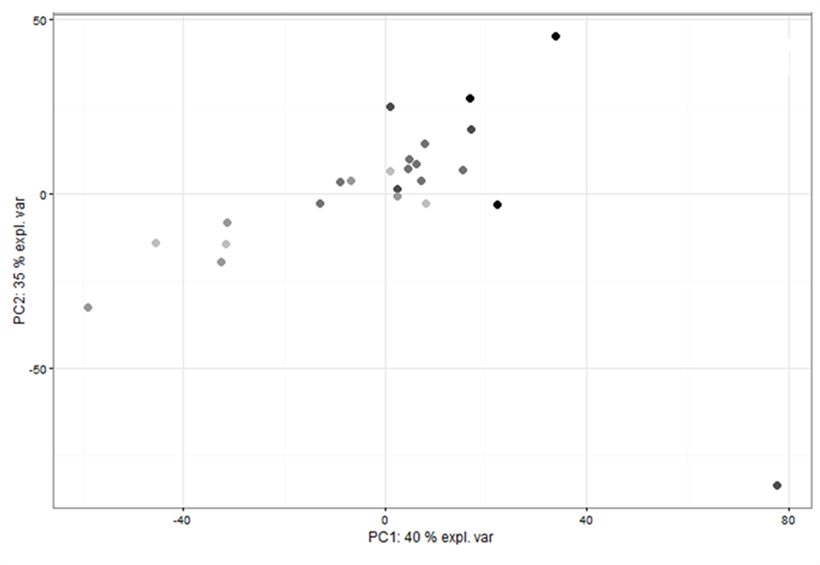 |
| --- |

PCA of the gene expression profiles after filtering low-count genes. Samples are coloured for RIN values. RIN values were divided into six classes and coloured using a scale of colours from black to grey to represent higher and lower RIN values, respectively.

# Fig. C. Preliminary analysis of the RNA samples (hierarchical clustering).

| 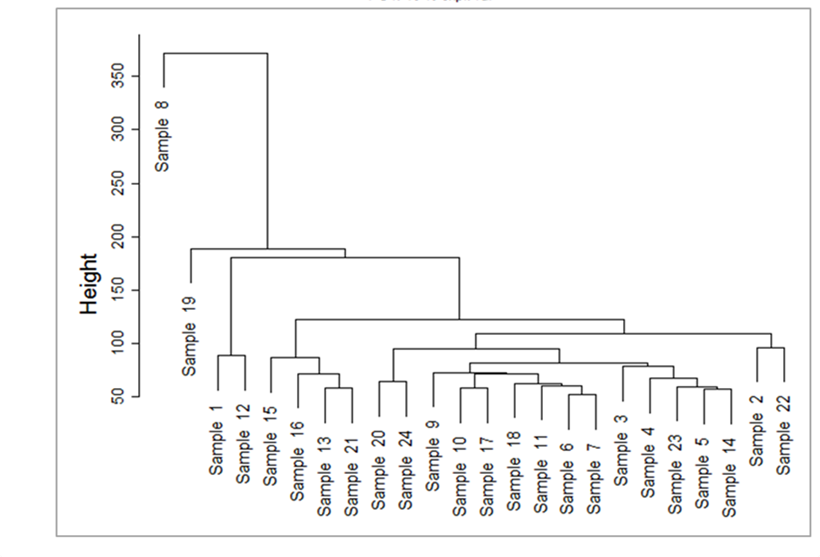 |
| --- |

Hierarchical clustering of the samples based on the entire expression profile after filtering low-count genes. Sample 8 clusters distantly from the other samples.

# Fig. D. Scatter plots for the genes identified as significantly associated in common for all the IVP parameters

| 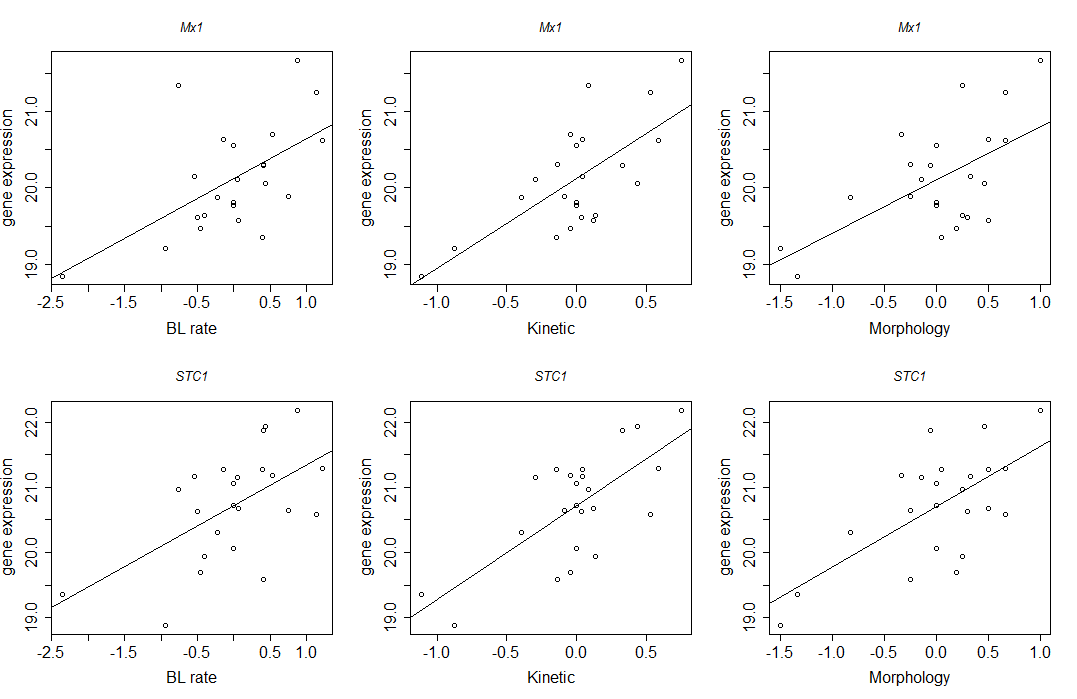 |
| --- |
| 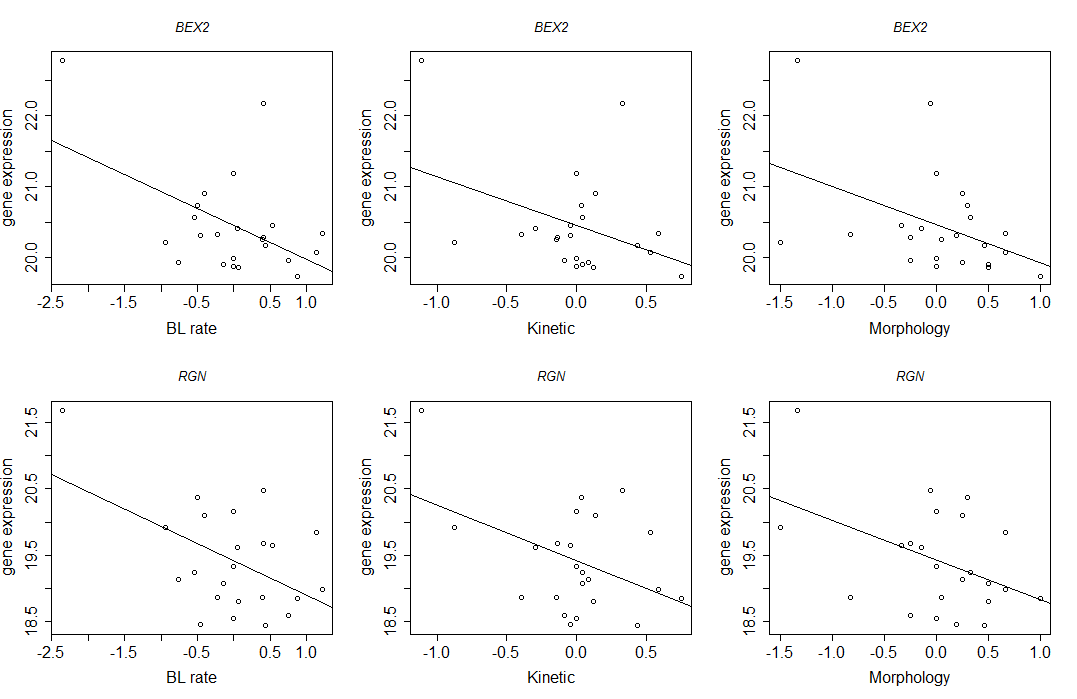 |
| 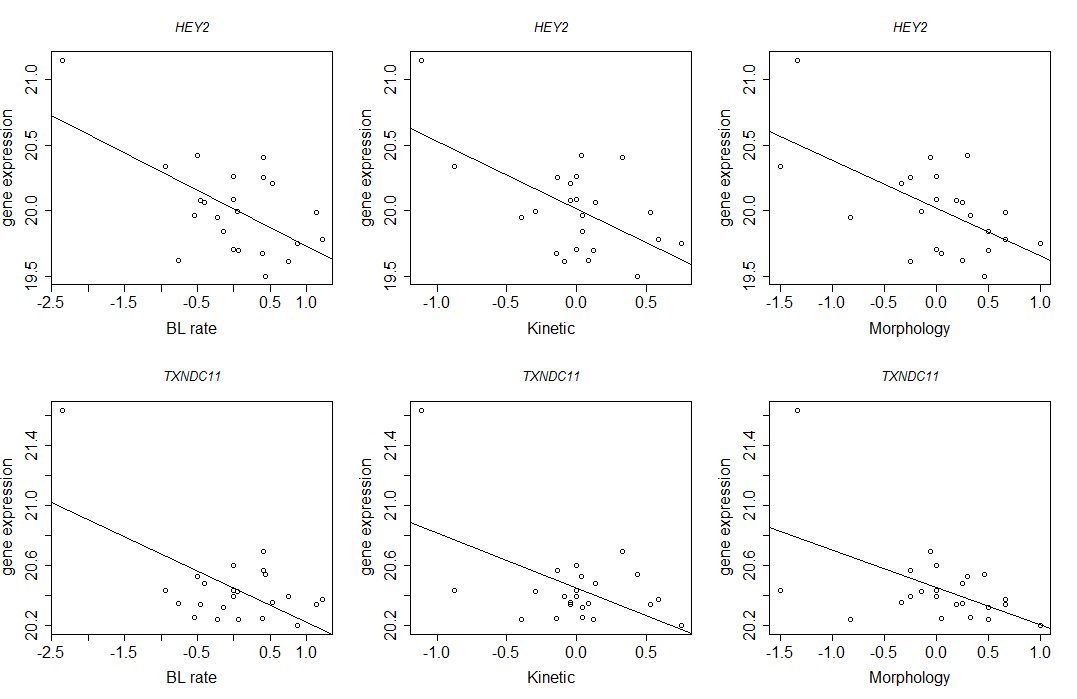 |
| 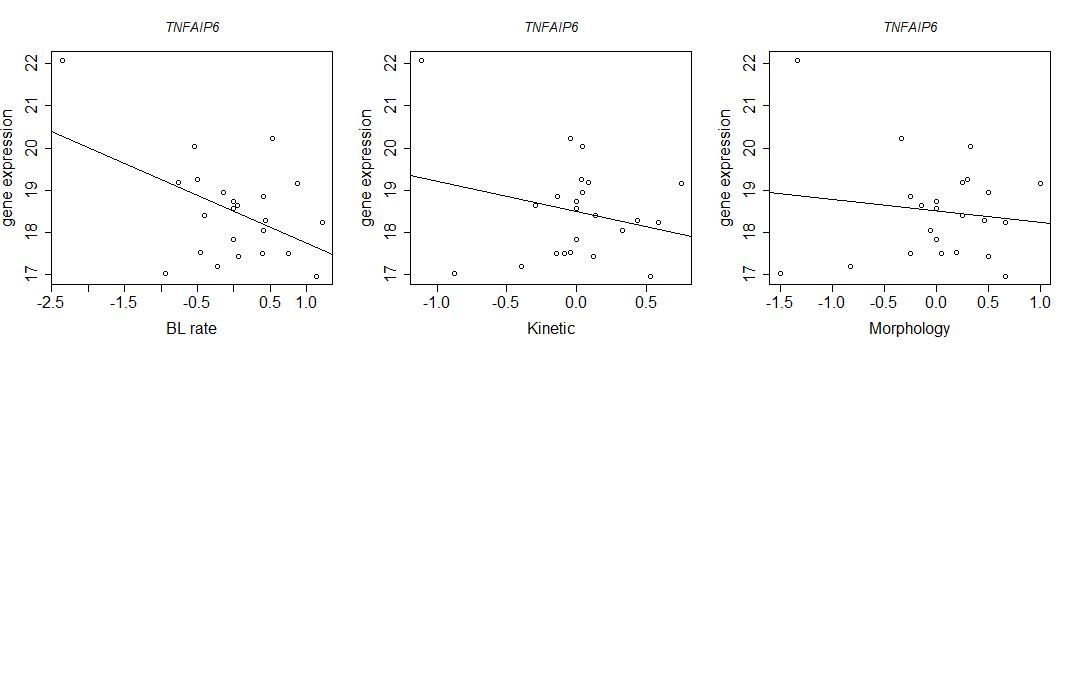 |

The figures represent the normalized gene expression log transformed (y axes) plotted against the three IVP parameters cleaned from the bull effect (x axes).

The line represents the linear regression between genes expression and trait.

# Supplementary material for: Identification of potential biomarkers in donor cows for in vitro embryo production by granulosa cell transcriptomics
**Source:** PLoS One. 2017 Apr 12;12(4):e0175464. doi: 10.1371/journal.pone.0175464
**Supplement:** S1 Text

# S1 Text

# Identification of potential biomarkers in donor cows for *in vitro* embryo production by granulosa cell transcriptomics

**G. Mazzoni^1^, S.M. Salleh^1^, K. Freude^2^, H.S. Pedersen^4^, L. Stroebech^2,3^, H. Callesen^4^, P. Hyttel^2^ and H.N. Kadarmideen^1*^**

This PDF includes:

**Supplementary text for:**

**-IVP procedures**

**-Follicular cell purification and deep freezing procedure**

## IVP procedure

All media used for the IVP procedure were from IVF Bioscience, Falmouth, United Kingdom, petri dishes and four-well plates were from Nunc/Thermo Fisher Scientific, Roskilde, Denmark and centrifuge tubes from Almeco, Esbjerg, Denmark, unless otherwise stated.

### Cumulus Oocyte Complex (COC) and granulosa cell recovery

The ovaries were transported within 3 hours of retrieval in 0.9% physiological saline solution at 29–32 °C in a thermo container.

Immature COCs were retrieved from antral follicles (2–20 mm in diameter) using a vacuum pump (KNF-Neuberger N86 KN.18, VWR International, Copenhagen, Denmark) connected to an 18-gauge needle (18-G × 1.5, 1.2 × 40, VWR) and a 50 ml tube containing 140 μl heparin (5000 i.u./ml, Leo Pharma, Ballerup, Denmark). The aspirated fluid was transferred into a 10 cm squared gridded petri dishes with 6–8 ml BO-Wash medium (IVF Bioscience, UK). The COCs from each animal were collected and kept separately.

Oocytes without cumulus cells were removed and the aspirated fluids containing only follicular cells were collected in 15 ml TPP centrifuge tubes, one for each animal

#### IVM (in vitro maturation)

COCs were washed three times in BO-Wash medium and once in BO-IVM maturation medium. The COCs were transferred to 0.5 ml BO-IVM medium in four-well plates, pre-equilibrated in 6 % CO_2_ for at least 2 h, keeping all the COCs retrieved from one cow in the same well, and matured at 38.8 °C in 5.5–6 % CO_2_ with humidified atmospheric air (21% O_2_) for 20–24 hours.

#### IVF (in vitro fertilization)

All experiments were carried out using frozen–thawed semen from 19 Holstein chosen bulls with extreme NTM indexes – nine bulls with low (NTM) index (NTM range: 1–7) and 10 bulls with high NTM index (NTM range: 31–35) (Viking Genetics, Randers, Denmark).

Matured COCs were rinsed carefully once in IVF medium and then transferred to a four-well plate with 0.4 ml BO-IVF in each well (pre-equilibrated in a 6 % CO_2_ incubator for at least 2 h). Straws containing frozen semen from selected bulls were thawed at 37 °C. Sperm motility was evaluated for each straw with an optical microscope. Each semen dose was washed twice by centrifugation at 328 g for 5 min in BO-SemenPrep (warmed up to 37 °C) in 15 ml TPP centrifuge tubes (ALMECO), and finally resuspended in a total volume of 700 μl. All the samples were inseminated with 40 μl of the final semen solution, assuming the final sperm concentration to be a minimum of 2x10^6^/ml in the IVF wells, corresponding to the concentration in routine experiments in the University of Copenhagen IVF laboratory.

Insemination was performed according to the experimental design: each bull was used with three pools of oocytes, and for each experiment, half of the pools were inseminated with bulls with high NTM and half with low-NTM bulls. The spermatozoa were co-incubated with matured COCs in BO-IVF medium for 22–24 h without oil overlay at 38.8 ° C in 6% CO_2_ in ambient humidified air (21 % O_2_) overnight.

#### IVC (in vitro culture)

Presumed zygotes were transferred to BO-Wash medium and denuded of surrounding cumulus cells by using a denuding micropipette EZ-Squeeze 135 μm (Research Instruments, UK). Zygote numbers higher than 25 were vortexed for 2 minutes using polystyrene centrifuge tubes (Nunc™) in order not to delay handling thereby introducing potential bias. The denuded presumptive zygotes were washed in BO-Wash, rinsed in IVC culture medium and cultured in 500 μl BO-IVC culture medium with 400 μl BO-Oil overlay in low oxygen atmosphere, 6 % O_2,_ at 38.8 °C and 6 % CO_2_ overnight until BL stage day 8.

## Follicular cell purification and deep freezing procedure

Follicular cells were centrifuged at 300 RCF for 5 minutes followed by a second centrifugation at 2700 RCF for 1 minute and removal of the supernatant. The pellet was incubated with 200 µl Accutase (Gibco StemPro, Life Technologies) at 37 °C for 5 minutes in order to dissociate cells into single cells. The enzyme activity was interrupted by adding 200 µl BO-Wash medium. The samples were centrifuged again at 2700 RCF for 1 minute, and the supernatant removed and washed with 500 µl phosphate-buffered saline (PBS). The pellet was collected after centrifugation (at 2700 RCF for 1 minute).

We purified the cells to remove possible contamination from blood that may have occurred during the aspiration step and in particular to avoid contamination from leukocytes whose expression is found to be similar to granulosa cells in other species ^18^. The purification was done in two steps.

In the first step, we reduced the concentration of the leukocytes using a filtration method based on beads labelled with anti-bovine CD45 antibodies (pluriSelect S-pluriBead***^®^*** GmbH, Leipzig, Germany) following the manufacturer’s instructions. Briefly, the cells were incubated for 30 minutes in a rotator together with pluriSelect incubation buffers and 60 µl of the pluriBeads mixture. The samples were then filtered through the pluriSelect strainers, which enabled collection of the beads with bound leukocytes. The strainers are washed twice with buffer and the flow-through collected.

In the second step, we used erythrocytes lysis buffer to reduce the presence of erythrocytes ^36^. The pellets were collected and incubated with 150 µl of erythrocytes lysis buffer (Qiagen, Hilden, Germany) for 10 minutes in a cold bath at 4 °C. The erythrocytes lysis buffer was removed after centrifugation at 2700 RCF for 1 minute. The pellet was washed once with PBS, snap-frozen in liquid nitrogen and stored at -80 °C until RNA extraction.

How the deposited data were processed for this re-analysis (not part of the article)

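RNA of granulosa cells from 24 Holstein cows was sequenced by the authors, with 1 library per cow, and the IVP scores of each cow (BL rate, kinetic and morphology) were taken from the labels of the deposited data. The oocytes of 15 cows were inseminated with semen of high-NTM bulls and those of 9 cows with semen of low-NTM bulls. The paper left out cow 8, so 23 cows (15 and 8) entered the main results.

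The authors deposited raw counts, that is the number of read pairs per Ensembl gene. Before that step they removed adapters with cutadapt, trimmed and filtered the reads with PRINSEQ, mapped them to the UMD3.1 genome with STAR in 2 passes and counted them with HTSeq-count in its intersection-nonempty mode with reverse strandedness. The counts hold no normalization and no correction for GC content or gene length. The authors applied that correction, with cqn, and DESeq2 only after this step.

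The counts were read for the 24615 genes listed for all cows. The total count per cow lay between 15525201 and 27074496, with a median of 23513294, which sets the counting error of each gene. Intervals for shares of counts are 95% Wilson intervals and cover counting error only. Genes with under 1 cpm in more than 90% of the cows were left out, as the methods of the paper state, which kept 12868 genes. Counts were scaled with edgeR's TMM method and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) in a regression on each score with the NTM class of the bull as covariate, per 20% for BL rate and per unit for the other scores. The Benjamini-Hochberg threshold was an FDR of 0.05. The NTM class was also tested on its own, as a negative control, since the cells were collected before the oocytes met the semen. Log2 cpm values used a prior count of 2.

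Correlations between scores were tested with two-sided permutation tests of 100000 resamples, and repeated without the 2 cows farthest from the median of the measure on the horizontal axis. Differences between NTM classes were tested with two-sided exact permutation tests. Differences between correlations were given 95% bootstrap intervals from 10000 draws of the cows. These steps used Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

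The alternatives were DESeq2's Wald test (DESeq2 1.42.0) with and without its normal prior on the coefficients, DESeq2 size factors or upper-quartile normalization in edgeR, robust estimation, limma voom with sample quality weights (limma 3.58.1), a stricter and no low-count filter, no covariate, the first principal component or 2 surrogate variables (sva 3.50.0) as covariates, cow 8 included, the 2 cows without blastocysts left out, each cow left out in turn, and scores replaced by their ranks. They were chosen before the data were examined, apart from those that the closing part names as added.

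The regression was tested on simulated data drawn from the means, spread and library sizes of the real genes, with 200 genes given a known slope. For genes with a slope of 1 on the log2 scale per SD of the score, edgeR recovered 91.9% of 99 genes for BL rate, 96.0% of 100 genes for kinetic and 98.0% of 100 genes for morphology at an FDR of 0.05. It also called 6 unchanged genes for BL rate, 11 for kinetic and 7 for morphology. DESeq2's Wald test recovered 97.0%, 95.0% and 99.0% of the same genes with a slope of 1, in the same order of scores. It called 32, 32 and 25 unchanged genes, of 228, 227 and 223 genes called.

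The genes named in the text follow a rule set before the data were examined, namely the genes the paper names and, for each score, the 5 genes with the smallest p-value among those with an FDR under 0.05 whose direction held in every fit that left out 1 cow. Only 1 gene met the second part of the rule. The identifiers of the files could not be matched to symbols with the tables used here, so the comparisons with follicle size and atresia, the gene sets, the relation of HEY2 and NOTCH2, the single genes of the paper and a correction for GC content and length were left out. The bull, age, RIN, herd and date of each cow were not used here, so relations within sampling dates could not be computed.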

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

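The tests in this part were chosen after the results were seen. Among 10 measures examined in the low-NTM group of cows, for the scores and the libraries, 4 had a cow whose gap to the nearest other cow was large against the range of the group, where chance gives about 1 in 20.

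Cow 24 had 21629 genes with at least 1 count, while the next highest of the 9 low-NTM cows had 16714. Depth cannot account for the excess, since the total count of cow 24, 15525201, was the lowest of all 24 cows and a greater depth can only add genes. Over the 7387 genes that had a count in at most 5 of the 22 cows other than cows 20 and 24, the 10 highest genes held 2.68% of the counts of cow 24 (95% Wilson interval 2.47 to 2.92) and between 5.53% and 62.2% in the other cows. This share falls as more counts lie on more genes, and cow 24 had 19486 counts on these genes while no other cow had more than 2295, so it does not rule out RNA of other cells. Of these 7387 genes, 65.0% had a count in cow 24, with a median of 2 counts among those with any. Together these genes had 1255 cpm in cow 24, 92.7 cpm in cow 20 and between 5.63 and 44.5 cpm in the other 22 cows. The genes seen in cow 20 were seen in cow 24 in 87.0% of cases, and the Spearman correlation between these cows across the genes was 0.381, where genes are not independent replicates. The genes were chosen for being seldom seen in these 22 cows, and cows 20 and 24 were exempt for their high numbers of genes, so the low values in the 22 cows and the excess in cows 20 and 24 are in part built in. The counts were not tested against gene length or strand, and a background over many genes cannot be told apart from RNA of other cells. No biological explanation was tested.

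Cow 8 had a median Spearman correlation of 0.830 with the other libraries, and a score of 129.9 on the second principal component of the 24 cows, where the other 8 low-NTM cows reached at most 33.0. The paper left this cow out. Depth did not account for its low correlations, since with every library thinned to the same total its median Spearman correlation was 0.831 and its median Pearson correlation was 0.841, below the lowest values of the other cows, 0.901 and 0.885. The second principal component was not computed on the thinned libraries, so depth was not tested for it. The share of reads mapped outside exons that the paper reports for this cow was not tested, and no biological explanation was tested.

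In cow 19, the 10 genes with the most counts held 20.9% of all counts (95% Wilson interval 20.8 to 20.9), against 30.1% in the next lowest of the 9 low-NTM cows. Cow 22, in the high-NTM group, had a share of 20.9% (95% Wilson interval 20.9 to 21.0), so the value of cow 19 stands apart in its own group and not among all 24 cows. No explanation was tested for it.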

How the results depend on the processing

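The alternatives below were set before the data were examined unless said otherwise. The cause of a change was not tested except where a value is given for it.

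For BL rate, 12 of the 14 alternatives other than leaving out single cows gave 0 genes with an FDR under 0.05. DESeq2's Wald test with its normal prior gave 2 genes and the fit with 2 surrogate variables gave 1 gene. For kinetic, 7 of the 14 alternatives gave 1 gene. DESeq2's Wald test gave 3 genes, its normal prior 5, limma voom with sample quality weights 2, and the first principal component as covariate 7. The test of all genes with a count in any cow gave 186 genes. Leaving out the 2 cows with no blastocysts gave 0 genes (377 at an unadjusted p-value under 0.05), and so did replacing the score by its ranks (328). For morphology, 9 of the 14 alternatives gave 1 gene. DESeq2's Wald test gave 73 genes and its normal prior 26. The count was 0 genes with limma voom (1469 at an unadjusted p-value under 0.05), without the 2 cows with no blastocysts (1401) and with ranks (1619). The number of genes shared by all scores was 0, except 2 with DESeq2's normal prior and 1 with 2 surrogate variables.

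With each of the 23 cows left out in turn, the number of genes ranged from 0 to 1 for BL rate, from 0 to 3 for kinetic, from 0 to 6 for morphology and from 0 to 1 for all scores together. The unadjusted counts ranged from 128 to 1065 genes for BL rate, from 346 to 854 for kinetic and from 986 to 2424 for morphology. Of the 23 fits, that without cow 15 was the 1 fit with 0 genes for kinetic (553 at an unadjusted p-value under 0.05) and the 1 fit with 0 genes for morphology (2164).

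Alternatives added after the data were seen combined several choices. DESeq2's Wald test with its normal prior on the genes with at least 1 cpm in at least 90% of the cows gave 2 genes for BL rate, 5 for kinetic, 14 for morphology and 2 for all scores. With the first principal component as a further covariate, these counts were 10, 10, 8 and 2 genes. DESeq2's Wald test without the 2 cows with no blastocysts gave 0 genes for BL rate, 0 for kinetic (468 at an unadjusted p-value under 0.05) and 4 for morphology. The test of all genes with a count in any cow, with cow 24 left out, gave 0 genes for BL rate, 2 for kinetic and 2 for morphology.

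The test by NTM class gave 0 genes (2770 at an unadjusted p-value under 0.05), and 2 genes with cow 8 included. The median Pearson correlation of cow 8 with the other libraries fell from 0.839 to 0.774 over genes with at least 1 cpm in at least 90% of cows, and cow 8 was the lowest library under both filters. The number of genes kept by the filter was 12868, against 10891 with the stricter rule and 12925 with cow 8 included.

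The correlation of BL rate with kinetic stayed positive with an unadjusted p-value under 0.05 in its 3 alternatives, from 0.472 to 0.744. Without the 2 cows with no blastocysts, the correlation of kinetic with morphology fell to 0.366 and that of BL rate with morphology to 0.119, and neither was then significant. The difference between NTM classes changed sign without these 2 cows, to -0.106 for kinetic and -0.293 for morphology, and was not significant in any setting. For BL rate it was between -10.8 and -4.86 percentage points. The 2 cows with no blastocysts were both in the high-NTM class, so leaving them out raises the means of that class by construction.

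Not run were the correction for GC content and gene length and every planned result that needs gene names, since the identifiers could not be matched. The depth limits what the 23 cows can show for genes with few counts. The simulated genes in the summary of the processing had slopes of 1 or 2 on the log2 scale per SD of a score. Smaller slopes, which include those the paper lists for its genes, were not examined.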

Differences from the paper's values

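For BL rate, 0 genes had an FDR under 0.05 against the paper's 45, and 0 against the paper's 10 were positive (380 genes had an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed the gap, and neither did those added later, of which the highest gave 10 genes. For kinetic, the count was 1 gene against the paper's 30, with 0 against the paper's 11 positive and 1 against the paper's 19 negative (511 genes had an unadjusted p-value under 0.05). None of the alternatives, set before or after the data were examined, came within 1.5 times of these counts. Of the genes shared by all scores, the count was 0 against the paper's 7, and 2 was the highest count under any alternative. None of the fits used the paper's scores adjusted for the bull, its covariates (age, RIN and date) or its correction for GC content and length. The paper's model was therefore not repeated, and these differences do not test it. The same holds for the counts for morphology below.

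For morphology, 1 gene was found against the paper's 10, with 0 against the paper's 3 positive (1418 genes had an unadjusted p-value under 0.05). None of the alternatives set before the data were examined closed the gap in the number of genes. In combinations of settings chosen after seeing the values, DESeq2's Wald test with its normal prior on genes with at least 1 cpm in at least 90% of cows gave 14 genes, and 8 with the first principal component as a further covariate, both within 1.5 times of the paper's 10. The number of positive genes was 3 when cow 21 was left out, as the paper's 3, 4 with DESeq2's Wald test without the 2 cows with no blastocysts and 2 with the combination that includes the first principal component, the last 2 settings chosen after seeing the values.

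The difference in morphology between low-NTM and high-NTM bulls was 0.0299 in the 23 cows against the paper's -0.31, which comes from a linear model of 34 cows with covariates. Without the 2 cows with no blastocysts it was -0.293, and with cow 8 included it was 0.0153. Both cows with no blastocysts were in the high-NTM class, so leaving them out raises the mean of that class by construction. The paper's 34 cows included cows without blastocysts, so -0.293 is not a like comparison with its value. The second principal component of the 24 cows held 18.4% of the variance, against about 35% in Fig. B of S2 File, read by eye. Over genes with at least 1 cpm in at least 90% of cows it held 22.9%, which did not close the gap either. The paper's components come from its own normalized data and those here from TMM-scaled log2 cpm, so the shares are not a like comparison.

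The number of genes kept by the filter was 12868 under the rule as the methods word it, against the paper's 10891. The rule that keeps genes with at least 1 cpm in at least 90% of the cows gave 10891 genes. The paper ranks the mean morphology of cows with low-NTM bulls below that of cows with high-NTM bulls, and in the 23 cows the means were 2.13 and 2.10.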

Other observations

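In this part, the tests of all genes without cow 24, of the covariates for the NTM class and of DESeq2's Wald test on regrouped cows were set before their results were seen, and the other tests were chosen after.

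The scores were shuffled among the cows of each NTM class to see how often chance alone gives as many genes. For BL rate, all 100 arrangements, the real one included, gave at least 0 genes with an FDR under 0.05, which no arrangement could fail to do, and 62 of the 100 gave at least the 380 genes with an unadjusted p-value under 0.05. For kinetic, 15 of the 100 gave at least 1 gene and 46 gave at least 511 genes with an unadjusted p-value under 0.05. For morphology, 12 gave at least 1 gene and 10 gave at least 1418. Single arrangements reached 193 genes with an FDR under 0.05 for BL rate, 232 for kinetic and 402 for morphology. The counts of genes related to each score were therefore within what shuffled scores give in this test.

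ENSBTAG00000046531, the gene past the threshold for kinetic and morphology, had 251.0 TMM-normalized cpm in cow 15 and at most 7.03 in the other 22 cows. Without cow 15 its FDR for kinetic was 0.858, while it stayed under 0.05 in the other 22 fits that left out 1 cow. A candidate explanation is therefore 1 cow that combines a high count with a score of 0. Cow 1, with the same scores, had 3.86 cpm. Whether the high count reflects a variant of this cow, reads shared with a related gene or its physiology was not tested.

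With DESeq2's Wald test, 73 genes passed for morphology, against 1 in edgeR's quasi-likelihood test. Without the 2 cows with no blastocysts, 4 genes passed. Of the 73 genes, 1 still had an FDR under 0.05 without these cows, 60 had an unadjusted p-value under 0.05 and all 73 kept their direction, which is in part built in, since the genes were selected in a set that holds the same 21 cows. Of 60 arrangements of the scores, the real one included, 3 gave at least 73 genes, a share of exactly the threshold of 5%. The 73 genes cannot be told apart from what shuffled scores give at this number of draws.

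Without a low-count filter, 186 genes passed for kinetic, of which 181 rose with the score. Cow 24 had the highest cpm of the 23 cows in 178 of the 186, and 168 of the 186 were among the genes seldom seen in the other cows. Cow 24 had a kinetic score of 1.83, close to the highest score of 1.88. With cow 24 left out, 2 genes passed. The 181 genes that rose may thus reflect the counts of cow 24 on genes seldom seen elsewhere, as described among the results above, and not the kinetic score. With the low-count filter, leaving out cow 24 left the count at 1 gene.

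The NTM class of the bull cannot act on granulosa cells collected before insemination, and 0 genes had an FDR under 0.05 for it. Yet 2770 of the 12868 genes had an unadjusted p-value under 0.05, a number reached by 5 of 100 splits of the cows into 15 and 8, the real one included, while the median of the other splits was 483. All 100 splits necessarily gave at least 0 genes with an FDR under 0.05. The total count was lower in the low-NTM cows, at 22365150 ± 2809880 (SD, n = 8) against 24628353 ± 1957457 (SD, n = 15) (two-sided exact permutation test, p = 0.0259). These 8 cows include cow 24, with a total of 15525201, while the next lowest of them, cow 9, had 22425883. The test was not repeated without cow 24, so how far the difference rests on this cow is open. The difference in the first principal component was not significant (-19.2 in the low-NTM cows against 10.3, exact permutation test, p = 0.13). A relation of this component with the class was thus not excluded. With the log total count as covariate, the number of genes fell to 1108, and with the first principal component it fell to 1420. A covariate related to the class tends to lower this number whatever the cause, and no unrelated covariate was tried, so neither depth nor the first component is shown to account for the difference, and chance was not excluded. Which bulls were used on which sampling dates was not examined, and no biological explanation was tested.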
